# Imbalance in *Unc80* RNA Editing Disrupts Dynamic Neuronal Activity and Olfactory Perception

**DOI:** 10.3390/ijms25115985

**Published:** 2024-05-30

**Authors:** Hui-Wen Chen, Chung-Pei Ma, En Chin, Yi-Tung Chen, Teh-Cheng Wang, Yu-Ping Kuo, Chia-Hao Su, Po-Jung Huang, Bertrand Chin-Ming Tan

**Keywords:** RNA editing, *Unc80*, olfactory perception, neuronal activity

## Abstract

A-to-I RNA editing, catalyzed by the ADAR protein family, significantly contributes to the diversity and adaptability of mammalian RNA signatures, aligning with developmental and physiological needs. Yet, the functions of many editing sites are still to be defined. The *Unc80* gene stands out in this context due to its brain-specific expression and the evolutionary conservation of its codon-altering editing event. The precise biological functions of *Unc80* and its editing, however, are still largely undefined. In this study, we first demonstrated that *Unc80* editing occurs in an ADAR2-dependent manner and is exclusive to the brain. By employing the CRISPR/Cas9 system to generate *Unc80* knock-in mouse models that replicate the natural editing variations, our findings revealed that mice with the “gain-of-editing” variant (*Unc80*^G/G^) exhibit heightened basal neuronal activity in critical olfactory regions, compared to the “loss-of-editing” (*Unc80*^S/S^) counterparts. Moreover, an increase in glutamate levels was observed in the olfactory bulbs of *Unc80*^G/G^ mice, indicating altered neurotransmitter dynamics. Behavioral analysis of odor detection revealed distinctive responses to novel odors—both *Unc80* deficient (*Unc80*^+/^**^−^**) and *Unc80*^S/S^ mice demonstrated prolonged exploration times and heightened dishabituation responses. Further elucidating the olfactory connection of *Unc80* editing, transcriptomic analysis of the olfactory bulb identified significant alterations in gene expression that corroborate the behavioral and physiological findings. Collectively, our research advances the understanding of *Unc80*’s neurophysiological functions and the impact of its editing on the olfactory sensory system, shedding light on the intricate molecular underpinnings of olfactory perception and neuronal activity.

## 1. Introduction

RNA editing is a co-transcriptional mechanism that modifies specific nucleotides within an RNA molecule, altering its sequence after being transcribed from DNA. This process can occur at various sites within the RNA, leading to multiple functional outcomes, such as changes in the amino acid sequence of the encoded protein and modifications to transcript stability [1]. Notably, A-to-I editing by the ADAR2 enzyme often results in amino acid substitutions that diversify protein isoforms, playing a critical role in neurotransmission [2,3]. This includes the editing of ligand-gated and voltage-gated ion channels, as well as G protein-coupled receptors within the nervous system. A prime example of such editing involves the mRNA for GluA2, an AMPA receptor subunit essential for fast excitatory synaptic transmission in the brain. The precise editing of GluA2 is crucial for neuronal survival, preventing excessive calcium influx that can lead to the death of neurons [4] and motor neurons [5,6]. Engineering the essential edits into the *Gria2* (the GluA2-encoding gene) of *Adar2*-knockout (KO) mice has been shown to prevent mortality, indicating the critical nature of this editing event [7]. However, even with developmental rescue, these mice exhibit subtle but varied phenotypes [8], the basis of which remains to be fully elucidated, including the related substrates and mechanisms.

In the field of behavioral neuroscience, RNA editing is recognized for its involvement in various critical processes, such as synapse formation [9], ion channel regulation [10], and the modulation of neurotransmitter release [11,12]. This editing plays a vital role in the development and functioning of the central nervous system, particularly in modulating the activity of specific neurotransmitter receptors [2,3]. Studies have also highlighted the importance of RNA editing in the operation of certain brain regions and neural circuits that govern behavior. As a result, disruptions in RNA editing processes are associated with the onset of numerous neurological and psychiatric conditions, including Alzheimer’s disease [13], Parkinson’s disease [14], and schizophrenia [15,16]. Such irregularities in RNA editing are closely linked to the development of these disorders, underscoring their significant physiological roles in the central nervous system [17]. Intriguingly, RNA editing of the 5-HT2C receptor influences its cell surface expression by affecting the efficiency of intracellular trafficking, thereby regulating the density of 5-HT2C receptor binding sites in the brain [18]. Consequently, this editing event is pivotal for various physiological and behavioral functions, including circadian rhythms, emotional regulation, and appetite control [11,12,13].

Interestingly, *Unc80* has been recognized by several deep-sequencing studies, including ours, as one of many RNA-recoding targets [19,20,21]. A notable A-to-I editing event within *Unc80* is believed to recode the Ser2732 to a Gly residue in Unc80’s primary sequence, suggesting that this specific RNA alteration could influence the structure and functionality of this novel protein. 

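In the GENCODE M21 annotation of GRCm38, *Unc80* lies on the plus strand of chromosome 1 from 66468367 to 66699148. Its longest coding transcript has 65 exons and encodes 3326 residues. Residue 2732 of that protein is a serine with the codon AGC, at bases 66672714 to 66672716, inside coding exon 54 (66672657 to 66672782). With 30 bases on each side, the reference sequence at the codon is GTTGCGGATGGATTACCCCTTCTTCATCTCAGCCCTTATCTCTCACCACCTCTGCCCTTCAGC. A-to-I editing of the first base of the codon gives GGC, a glycine codon. In the next longest coding transcript, which has 64 exons and encodes 3258 residues, the serine does not carry this number, and residue 2732 is a leucine.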

Encoded by a 45-exon gene, Unc80 is a substantial protein comprising 3300 amino acids and is predominantly expressed in neurons. This gene is highly conserved, with functional homologs identified in *C. elegans* and fruit flies, and reportedly associated with the maintenance of neuronal networks [22,23,24]. Functionally, UNC80, in concert with UNC79, serves as a scaffold for Src Family Kinases (SFKs) and interacts with the NALCN channel to form a sodium-leak channel complex linked to G protein-coupled receptors [25,26]. As a critical component of the UNC79-UNC80-NALCN complex, UNC80 facilitates NALCN’s function in basal sodium leak conductance in neurons, thereby modulating neuronal excitability through extracellular calcium ions. Structural studies, such as cryo-EM analysis of the NALCN complex, have revealed that UNC79 and UNC80 form a substantial heterodimer that is crucial for the correct cellular localization of NALCN [27].

Developmentally, the absence of *Unc80* results in severe apnea at birth, mirroring some defects seen in *Nalcn* knockout models [28]. In humans, mutations in *UNC80* are linked to profound neurological and cognitive issues, including hypotonia and severe intellectual disabilities [29,30,31], echoing the critical developmental role of *Unc80* observed in mouse models. Collectively, these findings emphasize *Unc80*’s essential regulatory function in neuronal signaling and networks, although the unique phenotypes observed in *Unc80* knockout mice highlight the need for further investigation into its diverse roles [28]. Intriguingly, mutations in *Unc80* have been shown to impact various biological processes. For instance, in honeybees, differences in *Unc80* expression, observed through NGS-Seq of brains from odor-learning tasks, suggest a correlation between *Unc80* and olfactory learning [32]. In *C. elegans*, mutations in *Unc80* led to impaired avoidance behavior to Methyl salicylate, which could be significantly mitigated by neuron-specific transgenic rescue, further underscoring *Unc80*’s role in neural function [33].

Our previous work has identified a significant codon-altering RNA editing event in the *Unc80* gene through deep sequencing of the RNA editome (annotation of RNA editing events) in mammals [34]. The physiological and developmental roles of *Unc80* and its editing, which are both brain-specific and evolutionarily conserved, are yet to be fully understood. To explore these aspects, we have engineered *Unc80* knockout mice and mice with loss- or gain-of-editing in *Unc80* using the CRISPR/Cas-9 system. Our study provides insights into the function and regulation of *Unc80* and its editing, particularly in relation to olfactory function and the associated molecular mechanisms.

## 2. Results

### 2.1. Characterization of the Expression and RNA Editing Event of Unc80

Among potential candidate editing events uncovered in our previous high-throughput sequencing approach [34], *Unc80* was chosen for its notable features: (1) its editing is evolutionarily conserved among mammals; (2) both *Unc80* and its RNA editing are predominantly found in the brain (Figure 1A,B), indicating their significant roles in neuronal processes; (3) Sanger sequencing of tissues from specific brain regions confirmed that this editing event relies on the ADAR2 enzyme, as evidenced quantitatively by the absence of the A-to-G conversion in *Adar2* knockout mice. In addition, the *Unc80* editing was particularly abundant in the cerebellum and olfactory bulb in wild-type mice, directing our research towards a detailed examination of *Unc80* and its editing within these brain areas (Figure 1B). To explore whether the editing event occurring in the coding sequence of Unc80 caused any changes to the protein, we applied a computational method, AlphaFold2 [35], to predict the possible conformational change due to the Ser to Gly substitution at residue 2732. We systematically modeled the 3-dimensional protein structures of the full-length Unc80 (3267 amino acids) (Supplementary Figure S1A) and used PyMOL [36] for subsequent analysis to visualize and analyze the detailed protein structures between Ser2732 and Gly2732 as well as the nearby amino acid residues (Supplementary Figure S1B). Interestingly, our results indicated a secondary structure change in this specific region: compared to the wild-type protein, the secondary structure, especially around this editing region, has changed from a loop to approximately two turns of a helix, with the editing residue Gly2732 as the center (Figure 1C). This change may lead to alterations in the function and properties of the protein or how the protein interacts with other molecules within the cell. 

Based on the findings from honeybees and *C. elegans* [32,33], and in line with our data, we further explored the physiological importance of Unc80 by examining its expression patterns, especially in the olfactory bulb, where the editing rate was higher. The localization of Unc80 showed significant enrichment in the mitral cell layer (MCL) and rostral migratory stream (RMS), critical components of a functional olfactory bulb. Some of these signals overlapped spatially with the expression of NeuN, a neuronal cell marker, thus establishing the link of Unc80 to odor perception (Figure 1D). Moreover, we also set out to examine and confirm *Unc80* editing in the primary recipients of olfactory bulb (OB) outputs: the anterior olfactory nucleus (AON) and the anterior piriform cortex (APC), both of which are vital for odor perception and forming the anterior olfactory cortex (AOC) [37,38,39]. As the sequence chromatograms showed in Supplementary Figure S2, the same editing event was verified quantitatively in AON and APC.

### 2.2. Engineering and Phenotyping of the Unc80 Knockout and Knock-In Mouse Models

To elucidate the biological implications of the *Unc80* gene product and the associated gene recoding event, we set out to create mouse models with (1) a deletion of the gene and (2) an A-to-G point mutation at the editing site (see schematics in Figure 2A for experimental workflow). Utilizing the CRISPR/Cas9 system and the detailed experimental scheme we performed (Figure 2A), we successfully established engineered mice with a genomic deletion and site-specific A-to-G mutations at the editing locus of the *Unc80* gene (corresponding to AGC of the Ser2732 codon), resulting in “gain-of-editing” (AGC→GGC; *Unc80^G/G^*) and “loss-of-editing” (codon-neutral mutation, AGC→TCC; *Unc80^S/S^*) knock-in models for subsequent breeding (Figure 2B,C). Initial evaluations of these mice have revealed several notable phenotypes. When heterozygous mice with the deletion allele were crossed, the resulting homozygous deletion offspring were born at a significantly lower frequency than Mendelian genetics would predict (Figure 2D,E), indicating partial embryonic lethality and growth retardation, which suggests that *Unc80* is crucial for normal development. Analysis of *Unc80*-deficient mouse brains through immunoblotting and qRT-PCR showed no significant change in the levels of transcripts encoding Nalcn, a protein that interacts with Unc80 (Figure 2F,G). In addition, to elucidate whether the genetic manipulation of the coding sequence may affect the proper localization of the protein, we first performed olfactory bulb immunohistochemical (IHC) staining on *Unc80^S/S^* and *Unc80^G/G^* mice (Supplementary Figure S3A). According to the images, the distribution of Unc80 protein expression in the olfactory bulb showed no difference between *Unc80^S/S^* and *Unc80^G/G^* mice. Secondly, we transfected specific GFP-tagged wild-type Unc80 or Unc80^S2732G^ encoding plasmids into a mouse neuroblastoma cell line (Neuro 2a cells) and performed immunofluorescence microscopy analyses to verify the localization of the fusion protein. By following the GFP signals, our results showed that both wild-type Unc80 and Unc80^S2732G^ exhibited the same localization inside the cell, predominantly in the cytosol (Supplementary Figure S3B).

### 2.3. Neuronal Activity in the Unc80 Animal Models Revealed by MRI

The severe clinical manifestations observed in individuals with *Unc80* mutations suggest that *Unc80* is a critical regulator in neuronal signaling and networks [40]. To investigate the neuronal activity in the olfactory system, we applied in vivo MR spectroscopy in *Unc80*-targeted animal models to map neural activation patterns and assess neurotransmitter levels, including glutamate and dopamine, in the brain. Additionally, we utilized manganese-enhanced MRI (MEMRI), a method for imaging neuronal activity through systemic administration of manganese ions, which act as a T1-shortening contrast agent. Specifically, during functional stimulation, the manganese ions (Mn^2+^) enter active neurons via voltage-gated calcium channels [41,42]. Following sustained stimulation, Mn^2+^ accumulates in activated brain regions, resulting in enhanced signals on T1-weighted imaging. Toward this end, we utilized MEMRI to monitor neuronal activity within the olfactory system. This technique involves the systemic administration of Mn^2+^ ions as a T1-shortening contrast agent to delineate the activity within the olfactory tract, including the olfactory bulb (OB), anterior olfactory nucleus (AON), and anterior piriform cortex (APC). These imaging modalities aimed to uncover any signs of brain pathology in *Unc80* mouse models. Our findings indicated an increased MEMRI signal intensity in the selected nuclei of the gain-of-editing *Unc80^G/G^* mice, suggesting enhanced neuronal activity along the olfactory tract (Figure 3A,B). Furthermore, we utilized chemical exchange saturation transfer (CEST)-MRI to quantitatively map the distribution and influx of neurotransmitters, such as glutamate and dopamine, in specific brain areas. This functional imaging revealed significant differences in glutamate levels between *Unc80^S/S^* and *Unc80^G/G^* mice, particularly in the olfactory bulbs and hippocampus (Figure 3C,D). This altered resting neurotransmission reinforces the central role of *Unc80* RNA recoding in olfactory perception.

### 2.4. Implication of Unc80 Editing Event in Mediating Olfactory Response

To understand the impact of differential *Unc80* editing on neuronal activity in the olfactory bulbs and its potential effects on olfactory responses, we conducted an odor-evoked sniffing test. This test assessed the mice’s ability to detect and differentiate between various odors. We measured the degree of odor habituation (sensitization) and dishabituation (desensitization) across successive 7 rounds of odor exposure, along with the latency to habituation. Additionally, an eighth trial introduced a new odor to evaluate re-sensitization and the potential reversal of habituation. Intriguingly, *Unc80* heterozygous mice (*Unc80^+/−^*) demonstrated a more pronounced decrease in odor sensitivity over the initial seven trials compared to wild-type mice, which showed a more gradual habituation process (Figure 4A). Furthermore, when presented with a new odor, the response of *Unc80* heterozygous mice was significantly heightened relative to that of wild-type mice, indicating increased time spent investigating the novel odor source. These findings thus suggest that a deficiency in *Unc80* may lead to an overly sensitized olfactory response characterized by increased dishabituation. Notably, *Unc80^S/S^* mice, which lack the editing modification, exhibited a habituation/dishabituation pattern similar to that of the *Unc80* heterozygous mice, hinting that the absence of editing might similarly affect olfactory perception (Figure 4B).

For the odor-induced neuronal activity assay, we used the strong scent of banana oil (isoamyl acetate) to stimulate nerve signals in the olfactory bulbs, as indicated by c-Fos expression [43]. Mice with or without *Unc80* editing were tested for differences in odor-sensing nerve stimulation. After a 30 min exposure to banana oil, mice were sacrificed either immediately or at 60 min post-exposure. The olfactory bulbs were then collected for gene expression analysis via qRT-PCR and immunoblotting. Our results (Figure 4C,D) showed that *Unc80^S/S^* mice exhibited a significantly greater increase in c-Fos expression immediately following odor exposure compared to *Unc80^G/G^* mice, suggesting differing sensitivities to external odor stimuli. Moreover, immunoblotting of olfactory bulbs for c-Fos protein expression revealed a substantial increase in *Unc80^S/S^* mice in response to odor stimuli compared to *Unc80^G/G^* mice, which already exhibited a high baseline level of c-Fos signal (Figure 4D). This enhanced induction of c-Fos in response to odors may be influenced by the editing state of *Unc80*.

### 2.5. Transcriptome Profiling of Unc80 Knock-In Mice Revealed Altered Neuronal State in Olfactory Bulb

After phenotyping the *Unc80* editing knock-in mouse model, we next aimed to substantiate the biological significance by exploring possible molecular perturbations resulting from the Unc80 recoding event. In this regard, we conducted RNA-seq-based profiling to examine transcriptome-wide alterations in the olfactory bulbs of *Unc80^S/S^* and *Unc80^G/G^* mice, identifying molecular changes triggered by the editing event. 

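RNA from olfactory bulbs was sequenced as 4 libraries, 2 from *Unc80 S/S* mice, in which codon 2732 stays a serine codon that cannot be edited, and 2 from *Unc80 G/G* mice, in which it encodes glycine. The paper used male mice aged 2 to 5 months, and the legend of Figure 5 gives n = 6 per genotype with samples pooled from 3 mice each, which is read here as 6 mice in 2 pools because each genotype has 2 libraries. A library is therefore the average of a pool, and p-values of single genes measure the spread between pools, not between single mice. The libraries held 35800890 and 38051810 reads for *Unc80 S/S* and 35694633 and 35465913 reads for *Unc80 G/G*, sequenced as 75 bp paired-end reads. The methods describe a stranded total RNA kit and the sample labels a kit for mRNA, and the sources used here do not settle which was used. The authors trimmed the reads, aligned them to GRCm38 and compared the genotypes in Partek Flow, while the aligner, the gene annotation, the normalization and the test are not given in the sources used here. The authors' deposited table holds, for 15818 genes, the mean of each genotype as counts per 1e6 counted reads (CPM), the fold change, the p-value and its Benjamini-Hochberg adjusted value. It gives no value per library, so a log2 fold change taken from it has no standard error here, and none of its genes has a mean under 1 CPM over both genotypes. For 2155 of the genes (13.6%) the means could be split into the whole reads of each library, because a single pair of whole numbers fitted each mean. This step was chosen after the data were examined. On simulated tables it recovered at least 90.5% of the genes made of whole reads, with at most 1 wrong solution kept. It reached 38.6% of the genes under 2 CPM and 3.99% of those at 50 CPM or more, so the recovered genes lean to low abundance, with a median mean of 5.30 CPM beside 22.2 CPM over all genes. The counted reads came to 26479648 and 25238203 in the *Unc80 S/S* libraries and to 25345718 and 24738078 in the *Unc80 G/G* libraries. The recovered libraries carry no replicate number and are named by which of the genotype had more counted reads. Recovered reads were compared with edgeR's quasi-likelihood test. Lists of genes were fixed before the data were examined, but after the paper's figure and Table S1 had been read. They were tested with cameraPR from limma on z-scores made from the authors' p-values and directions, with a preset correlation of 0.01 between genes. All log2 fold changes are *Unc80 G/G* over *Unc80 S/S*.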

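Activity-regulated transcription factors, higher in *Unc80 G/G* mice, were among the genes that came closest to a difference between the olfactory bulbs of the genotypes. The smallest adjusted p in the authors' deposited table, 0.0502, was shared by 5 genes. They were *Fosb*, *Junb* and *Nr4a3*, which neurons switch on within minutes of activity, *Ttr*, which encodes the carrier protein transthyretin, and Gm20390, a gene model that spans *Nme1* and *Nme2* and shares their exons. Of these, Gm20390 was lower in *Unc80 G/G* mice and the other 4 were higher. Because of the shared exons, the reads of Gm20390 are uncertain. *Unc80* itself had 660.9 CPM in *Unc80 S/S* and 633.1 CPM in *Unc80 G/G* mice (p = 0.154), and its partner *Nalcn* had 133.2 and 133.9 CPM (p = 0.836) in the authors' deposited table. *Adarb1*, which encodes ADAR2, had 509.6 and 502.4 CPM in the authors' deposited table (p = 0.602). No gene had an adjusted p under 0.05 in the authors' deposited table, 748 had an unadjusted p under 0.05 where chance gives 790.9, and 33 had a p under 0.001 where chance gives 15.8. Of those 33 genes, 26 were higher in *Unc80 G/G* mice. When only the 12508 genes with a mean of at least 5 CPM were adjusted, 7 genes passed 0.05: *Fosb*, *Junb*, *Nr4a3*, *Nr4a2*, *Atf3* and *Zbed6* were higher and Gm20390 was lower. Among the 2155 genes with recovered reads, edgeR called *Junb* and *Ttr* (adjusted p = 0.0143 for both). In edgeR, 117 genes had an unadjusted p under 0.05 where chance gives 107.75, and in DESeq2 14 genes did. The count of 2 genes became 6 with TMM normalization, 1 with DESeq2, which kept *Junb* (adjusted p = 0.0185) and lost *Ttr* (adjusted p = 1.00), and 0 with limma without a variance trend. With 1 library left out, limma takes the spread from the other genotype alone and assumes that the lone library varies like it. In these fits the adjusted p of *Junb* was 0.00151 without the *Unc80 S/S* library with more counted reads and 0.126 to 0.339 without any other, while its log2 fold change stayed between 0.41 and 0.77, beside 0.59 with all 4 libraries. For *Ttr* it was 0.00270 and 0.0480 without the *Unc80 S/S* library with more or the *Unc80 G/G* library with fewer counted reads, and 0.152 and 0.361 without the others, at log2 fold changes of 0.99 to 1.62, beside 1.31 with all 4 libraries. These limma values are on the log2(CPM + 1) scale, which shrinks the change of a low gene such as *Ttr*, 2.03 in edgeR. In a principal component analysis of the recovered genes, the first component held 36.6% of the variance and set the *Unc80 G/G* library with fewer counted reads apart from the other 3. The second component (33.6%) placed both *Unc80 S/S* libraries (-3.18 and -1.58) below both *Unc80 G/G* libraries (4.81 and -0.05), of which 1 lay nearer to *Unc80 S/S*. An even share of 3 components would be 33.3%. The Euclidean distance was 7.97 between the *Unc80 S/S* libraries, 8.70 between the *Unc80 G/G* libraries and 8.24 to 8.62 between libraries of different genotype.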

The overall distribution of transcriptome profiles, illustrated by a PCA plot (Figure 5A) and a volcano plot (Figure 5B), revealed genotype-specific, significant changes in gene expression. A total of 70 genes exhibited substantial expression differences between the transgenic *Unc80^S/S^* and *Unc80^G/G^* mice, with 27 genes upregulated and 43 genes downregulated. 

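In the authors' deposited table, 43 genes were higher in *Unc80 G/G* mice and 27 were higher in *Unc80 S/S* mice at a fold change over 1.5 and an unadjusted p under 0.05. The largest difference was that of *Ttr*, 4.14-fold higher in *Unc80 G/G* mice in the authors' deposited table. It rested on 34 and 12 recovered reads in the *Unc80 S/S* libraries and on 117 and 66 in the *Unc80 G/G* libraries. *Tafa1*, which encodes a secreted chemokine-like protein, and the class I histocompatibility gene *H2-Q7* were 2.33-fold and 2.03-fold higher in *Unc80 G/G* mice in the authors' deposited table. There, Gm28557 was 2.45-fold and *Duxbl1*, a double homeobox gene, 2.43-fold higher in *Unc80 S/S* mice, and of the 70 genes these 5 were the ones at 2-fold or more. Gm28557 shares 74.6% of its exon bases with *Rslcan18* and *Zfp708*, so its reads are uncertain. *Duxbl1* has close copies such as *Duxbl2*, which stood 1.50-fold higher in *Unc80 G/G* mice in the authors' deposited table. The copies may share reads, which was not tested. By annotation, 45 of the 70 genes were protein coding, 6 were processed pseudogenes and 24 carried a predicted-gene (Gm) symbol. The median mean of the 70 genes was 1.52 CPM, and 64 of them had a mean under 5 CPM. Reads were recovered for 22 of the 70 genes, and in all 22 the libraries of the genotypes did not overlap. Among all recovered genes this share was 32.4%, beside 33.3% by chance, and since the 22 genes had been chosen by their p, their separation is not independent evidence. None of the 70 genes had an adjusted p under 0.05 over all genes in the authors' deposited table.

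**Figure D1:**
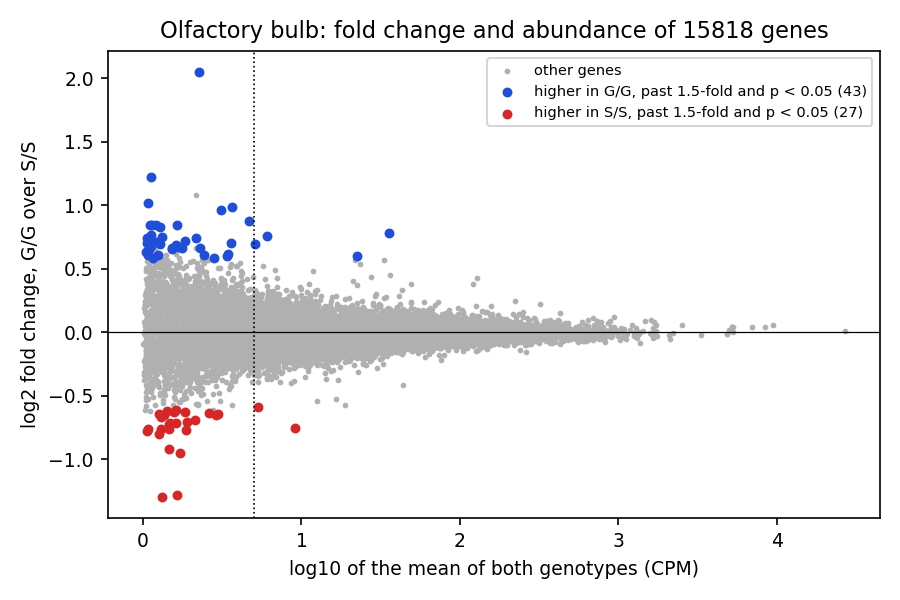
Log2 fold change, *Unc80 G/G* over *Unc80 S/S* (vertical axis), against the log10 of the mean of both genotypes in CPM (horizontal axis) for each of the 15818 genes of the authors' deposited table. Blue points are the 43 genes higher in *Unc80 G/G* and red points the 27 genes higher in *Unc80 S/S* at a fold change over 1.5 and an unadjusted p under 0.05, and 64 of them lie left of the dotted line at 5 CPM.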

The distinct clusters of differentially expressed genes showed at least a 1.5-fold change for all significant DEGs (Figure 5C). 

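Above 5 CPM, the genes past 1.5-fold were mostly immediate-early genes. They were *Nr4a3*, *Junb*, *Atf3* and *Egr4*, higher in *Unc80 G/G* mice, and Gm20390 and *Brms1*, higher in *Unc80 S/S* mice. Their fold changes in the authors' deposited table ran from 1.50 for *Brms1*, which shares 79.0% of its exon bases with a neighboring gene model, to 1.72 for *Nr4a3*. All exon bases of Gm20390 (100%) lie in exons of *Nme1* or *Nme2* on the same strand, so its reads are uncertain. *Nme2* stood the other way, at 12.7 CPM in *Unc80 S/S* and 14.5 CPM in *Unc80 G/G* mice, and *Nme1* had 81.8 and 82.9 CPM in the authors' deposited table. Over all 70 genes the median fold change in the authors' deposited table was 1.64. Below 1.5-fold the table holds further genes with an unadjusted p under 0.05, 678 in all. Among them are *Fosb* (1.49-fold), *Nr4a2* (1.37-fold), *Enc1*, an actin-binding protein of neurons (1.36-fold), and *Nr4a1* (1.35-fold), all higher in *Unc80 G/G* mice in the authors' deposited table. For *Enc1* the recovered reads were 561 and 649 in the *Unc80 S/S* libraries and 750 and 841 in the *Unc80 G/G* libraries (log2 fold change 0.44, adjusted p = 0.0537 from edgeR). The number of genes past both thresholds depended on how low values were treated. It was 70 on the authors' fold changes, 11 when folds were taken from log2(CPM + 1), which shrinks those of low genes, and 6 among genes with a mean of at least 5 CPM.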

Subsequently, we used Ingenuity Pathway Analysis (IPA, version Spring Release Q1 2024) to explore the functional enrichment pathway contributed by DEGs. The bubble chart indicated that several neuron-related categories were highly enriched, including cellular growth, proliferation and development, neurotransmitters and other nervous system signaling, transcriptional regulation, organismal growth and development, and intracellular and second messenger signaling (Figure 5D and Supplementary Table S1). In addition, according to previous studies, many of these are closely related to brain development, the olfactory system, neuronal activity, and neuro-related diseases. This includes three functional categories: G protein-coupled receptor (GPCR), ion channels, and transcription factors. Specifically, the expression levels of genes associated with GPCRs, such as Nkain3 and Gpsm3, showed notable differences between the *Unc80^S/S^* and *Unc80^G/G^* mice. 

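The genes behind the listed pathways are of several kinds, and a few of them stand in many pathways. Table S1 names 43 pathways and 31 distinct molecules, of which *Fos* stands in 25 pathways, *Ptgs2*, the inducible cyclooxygenase, in 15, *Acta2*, the smooth muscle actin, in 9 and at least 1 of 4 collagens in 8. Others stand in a single pathway, among them *Ttr*, *Htr2c*, the opioid receptor gene *Oprm1* and the hexokinase gene *Hk3*. Of the 29 molecules that match a mouse symbol, 20 were higher and 9 were lower in *Unc80 G/G* mice in the authors' deposited table. *Ptgs2* had 160 and 134 recovered reads in the *Unc80 S/S* libraries and 164 and 234 in the *Unc80 G/G* libraries (log2 fold change 0.48, adjusted p = 0.801 from edgeR). *Acta2* had 4.36 CPM in *Unc80 S/S* and 2.93 CPM in *Unc80 G/G* mice (p = 0.00575) in the authors' deposited table. The collagens *Col5a3*, *Col22a1* and *Col25a1* were higher and *Col6a4* lower in *Unc80 G/G* mice, at 0.828 to 8.06 CPM in the authors' deposited table. All 29 had an unadjusted p under 0.05 and none an adjusted p under 0.05 over all genes in the authors' deposited table, while all 29 passed when adjusted over the list alone, which is not independent evidence because the study chose the molecules on these libraries. Of the 29, 12 were past 1.5-fold, all were past 1.3-fold and 18 had a mean under 5 CPM. Among 20 genes of extracellular matrix and collagens, 3 were higher and 1 was lower at an unadjusted p under 0.05, 2 were higher when adjusted over the list alone, and the list as a whole gave an adjusted p of 0.0624 from cameraPR. These 4 are the collagens of Table S1. Among 19 measured genes of antigen presentation, *H2-Q7* and *H2-DMb1* were higher at an unadjusted p under 0.05, none passed when adjusted over the list alone, and the adjusted p of the list was 0.194.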

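The GPCR-related genes of Figure 5E were genes of low abundance and went both ways between the genotypes. *Nkain3*, which encodes a protein that interacts with the sodium and potassium pump, had 1.88 CPM in *Unc80 S/S* and 2.62 CPM in *Unc80 G/G* mice in the authors' deposited table (p = 0.0282, adjusted p = 0.982). *Gpsm3*, a modulator of G protein signaling on chromosome 17 from 34589806 to 34591754, had 1.64 and 0.965 CPM in the authors' deposited table (p = 0.00963, adjusted p = 0.982). By annotation, 16.9% of the exon bases of *Gpsm3* overlap those of *Pbx2* on the same strand, so its reads are uncertain. The serotonin receptor gene *Htr2c*, in the fixed list of choroid plexus markers with *Ttr* and *Tmem72*, had 3.28 and 6.00 CPM in the authors' deposited table. *Abcb1b*, which encodes a drug efflux pump, had 1.90 and 1.01 CPM there. Of the 8 genes in this group, 5 were higher and 3 were lower in *Unc80 G/G* mice; the highest mean in the group was 4.64 CPM. Of all 19 genes of Figure 5E, none had an adjusted p under 0.05 over all genes in the authors' deposited table and 19 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. Odorant receptors signal through a G protein in the olfactory sensory neurons, whose axons end in the bulb. Of 11 measured marker genes of these neurons, *Omp* and *Gng13* were higher in *Unc80 G/G* mice at an unadjusted p under 0.05 and none passed when adjusted over the list alone. The recovered reads of *Omp* were 2491 and 2655 in the *Unc80 S/S* libraries and 3035 and 2490 in the *Unc80 G/G* libraries, so the genotypes overlapped. The list as a whole gave a median log2 fold change of 0.06 and an adjusted p of 0.356 from cameraPR. Among genes with a mean of at least 5 CPM, the median was 0.08 and the adjusted p 0.0256. Over the 4 members with recovered reads the median was 0.00, and camera gave an adjusted p of 0.915 at the preset and 0.952 at an estimated correlation.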

Transcription factors known to regulate neuronal activity, such as Nr4a2 and FosB, also displayed significant expression changes between these mouse models [44,45]. These results suggest that the phenotypic outcomes of Unc80 recoding are associated with distinct signaling alterations, including enrichment in ERK-associated, cAMP-mediated, and neuronal-related signaling pathways, along with the expression of unique neuronal gene signatures (Figure 5E). These molecular insights lay a crucial foundation for our mechanistic understanding of this editing event.

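Genes that neurons switch on rapidly with activity were, as a group, higher in *Unc80 G/G* bulbs. Of 27 listed rapid immediate-early genes, all 27 were higher in *Unc80 G/G* mice in the authors' deposited table, 17 of them at an unadjusted p under 0.05. The list was written before the data were examined, but after Figure 5E and Table S1 had been read. Of its members, 7 stand there, chosen by the study on these same libraries. They were kept in the list tests, which are to that extent not independent evidence. None passed an adjusted p of 0.05 over all genes and 14 passed when adjusted over the list alone. The median log2 fold change of the list was 0.25, and cameraPR gave an adjusted p of 2.2e-30 at the preset correlation. This test takes genes as its units, so its p does not measure the spread between pools. Over the 8 members with recovered reads, camera gave an adjusted p of 4.0e-08 at the preset correlation. With an estimated correlation (0.11) the call was lost, at a p of 0.0442 from camera before and 0.531 after adjustment. With an estimate, camera also judges its p by the number of libraries (4), not of genes. So the loss cannot be laid on correlation between genes alone. The fry test, which asks whether the members changed at all and not whether they changed more than other genes, gave an adjusted p of 0.682 for these 8 members. *Fosb*, a partner of Jun proteins in the AP-1 transcription factor, had 26.8 CPM in *Unc80 S/S* and 39.8 CPM in *Unc80 G/G* mice in the authors' deposited table (p = 6.3e-06, adjusted p = 0.0502). *Nr4a2*, an orphan nuclear receptor, had 30.5 and 41.6 CPM (p = 2.8e-05, adjusted p = 0.0547) and its paralog *Nr4a3* had 26.3 and 45.3 CPM in the authors' deposited table. *Fos* had 42.6 and 55.5 CPM in the authors' deposited table (p = 0.00196, adjusted p = 0.645). *Arc*, *Egr1* and *Dusp1*, further activity-induced genes, were 1.15-fold, 1.18-fold and 1.29-fold higher in *Unc80 G/G* mice in the authors' deposited table, while *Npas4* (53.8 and 55.2 CPM, p = 0.552) and *Ier5* (36.0 and 36.8 CPM, p = 0.568) did not pass. Of the 20 members that stand neither in Figure 5E nor in Table S1, all 20 were higher and 10 had an unadjusted p under 0.05. All 6 transcription factors of Figure 5E were higher in *Unc80 G/G* mice. *Junb* had 534 and 392 recovered reads in the *Unc80 S/S* libraries and 663 and 696 in the *Unc80 G/G* libraries (log2 fold change 0.60 from edgeR). *Egr4* had 104 and 98 against 155 and 161 reads (log2 fold change 0.69, adjusted p = 0.0537 from edgeR), and *Jun* had 1197 and 1140 against 1388 and 1270 reads (log2 fold change 0.23, adjusted p = 0.217). The genotypes overlapped for *Ier2* (7.29 and 4.56 against 5.80 and 7.76 CPM) and *Apold1* (56.9 and 47.1 against 51.0 and 60.1 CPM), while for *Btg2* they stood apart by little (29.6 and 22.8 against 30.1 and 30.8 CPM). The median log2 fold change of the 8 members with recovered reads was 0.21 in limma. It was 0.33 without the *Unc80 S/S* library with more counted reads, 0.10 without the one with fewer, with 6 of 8 members higher, and 0.13 without the *Unc80 G/G* library with fewer counted reads. When the recovered libraries were grouped across genotypes, the mixed splits gave medians of -0.03 and -0.20 in edgeR, beside 0.22 between the genotypes.

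**Figure D2:**
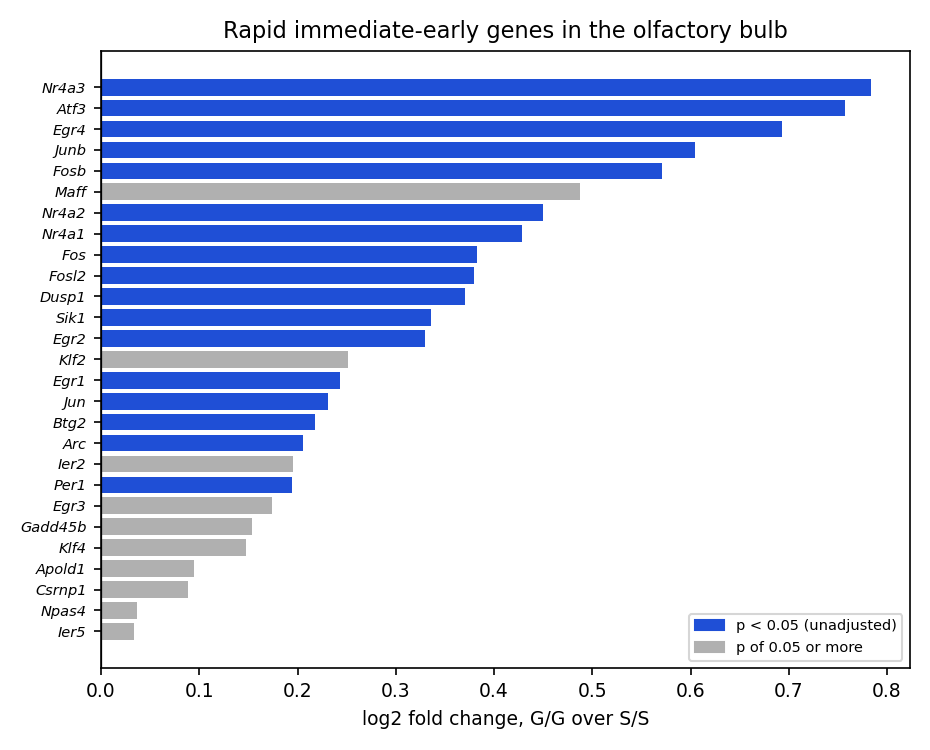
Log2 fold change, *Unc80 G/G* over *Unc80 S/S* (horizontal axis), of each of the 27 rapid immediate-early genes, from the means in the authors' deposited table. Blue bars are the 17 genes with an unadjusted p under 0.05 and gray bars the others, and all 27 bars lie above 0. The means carry no error.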

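Beyond the immediate-early genes, the fixed lists of neuronal signaling genes held few members that differed between the genotypes, and these went both ways. Of 19 measured genes of ERK pathway feedback and targets, *Etv4* and the kinase gene *Mapk3* were lower in *Unc80 G/G* mice at an unadjusted p under 0.05 and none was higher (adjusted p of the list 0.194 from cameraPR). *Mapk3*, which encodes ERK1, had 121.4 CPM in *Unc80 S/S* and 113.1 CPM in *Unc80 G/G* mice in the authors' deposited table. Of 29 genes of the cAMP pathway, the anchoring protein gene *Akap5* was higher, and the adenylyl cyclase gene *Adcy8* and the phosphodiesterase gene *Pde10a* were lower at an unadjusted p under 0.05 (adjusted p of the list 0.858). *Akap5* had 45.8 and 52.3 CPM, *Adcy8* 74.8 and 69.1 CPM and *Pde10a* 64.3 and 56.4 CPM in the authors' deposited table. Among 16 later activity-induced genes, *Ptgs2* alone was past an unadjusted p of 0.05 (adjusted p of the list 0.508). The glutamate receptor genes *Gria4* and *Grik3* were lower among 24 in their list (adjusted p 0.707), and of 15 genes of glutamate synthesis and transport, the astrocyte transporter gene *Slc1a2* was higher (adjusted p 0.825). *Slc1a2* had 1426 and 1518 CPM in the authors' deposited table (p = 0.0261). None of 20 genes of GABA synthesis, transport and receptors passed an unadjusted p of 0.05, their median log2 fold change was -0.03 and the adjusted p of the list was 0.194. Of 11 dopamine genes, the vesicular transporter gene *Slc18a2* was higher and the receptor gene *Drd1* lower (adjusted p 0.858), and *Th*, the rate-limiting enzyme of dopamine synthesis, had 137.5 and 133.2 CPM (p = 0.265) in the authors' deposited table. Of 4 measured genes of the NALCN channel complex, *Fam155a* was lower, and the median log2 fold change was -0.06 (adjusted p 0.194). No member of these 8 lists passed when adjusted over its list alone. From the enriched pathways and the genes of Figure 5E, the paper proposes that the phenotypes of the recoded mice go with altered ERK-associated, cAMP-mediated and neuronal signaling and with a distinct neuronal gene signature.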

## 3. Discussion

In the context of odor stimulation, honeybees with *Unc80* deletions exhibit altered odor-evoked responses, along with changes in their transcriptome. Similarly, in C. elegans, the absence of *Unc80* impairs the avoidance response to methyl salicylate, a phenotype that is reversible with the restoration of *Unc80*. These observations from olfactory behavior analyses suggest a critical link between *Unc80* and the olfactory system. Furthermore, the involvement of Unc80 in a voltage-independent ‘leak’ ion-channel complex, which is extensively regulated by neurotransmitters and GPCR activation, underscores its distinctive role in odor discrimination. Nevertheless, the neurobiological outcomes and mechanisms by which *Unc80* influences the sense of smell remain largely unexplored. In our study, building upon our preliminary findings, we initially mapped the distinctive *Unc80* editing patterns explicitly expressed in the brain, particularly in the olfactory bulb area (Figure 1B). Subsequently, to investigate the effects of mRNA recoding of *Unc80* in an in vivo model, we generated transgenic knock-in mice either lacking (*Unc80*^S/S^) or expressing the recoding event of Unc80 (*Unc80*^G/G^) using the CRISPR/Cas9-based method (Figure 2A). By employing these transgenic mice in anatomical and functional MRI analyses, olfactory behavior tests, and high-throughput transcriptomic approaches, we have highlighted its significance in regulating olfactory function. This work has begun to unravel a comprehensive network of genes involved in brain development, olfactory function, and neurodegenerative diseases.

Our results have demonstrated a regulatory role for *Unc80* editing in odor detection. However, the notion that the NACLN complex is also involved in this physiological context is not yet clear. Previous studies have shown that Unc80 and Unc79 in the brain are crucial for the formation of the NALCN complex, which is integral to calcium channel function [46,47]. This suggests that Unc80 may function in a manner dependent on Unc79. Remarkably, homozygous *Unc80* knockout pups display severe apnea shortly after birth, a phenotype also observed in NALCN knockout models, suggesting similar functional roles [28,48]. However, clinical data from the MalaCards human disease database indicates that certain pathologies associated with *Unc80* deficiency are distinct from those arising from mutations in *Nalcn* or *Unc79*. For instance, issues such as mitochondrial dysfunction and neurodegenerative diseases, like ALS, are uniquely associated with *UNC80* loss [49,50]. This implies that UNC80 may also have functions independent of the NALCN complex, which have yet to be explored. Moreover, the severe phenotypes observed both in mouse models with targeted *Unc80* disruption and in humans with *UNC80* mutations underscore its critical role in neurodevelopment [28]. The distinct genetic abnormalities associated with *UNC80* hint at a unique molecular function that could be independent of its established interaction with the NALCN complex, suggesting additional yet-to-be-identified roles for UNC80 in cellular functions.

One of the critical findings in the study is to explore the comprehensive gene expression profile of olfactory bulbs in mice harboring the *Unc80* editing site, compared to those without it. The wide spectrum of gene regulation mediated by *Unc80* editing is consistent with the notion that the recoding of Unc80 impacts the olfactory system by modulating a network of genes closely associated with olfactory functions. Significantly altered genes were categorized into three groups: channels and receptors, GPCRs, and transcription factors. The channel and receptor group includes genes related to neuronal signaling, such as Pkd2L1, a transient receptor potential cation channel implicated in recovery from spinal cord injury [51,52]. Moreover, the sensation of smell in mice is facilitated by a multitude of chemosensory receptors. 

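*Pkd2l1* was lower in *Unc80 G/G* than in *Unc80 S/S* bulbs, at a level near 1 CPM in both. The gene lies on chromosome 19 of GRCm38 from 44147637 to 44192442. Its recovered reads were 48 and 41 in the *Unc80 S/S* libraries and 29 and 27 in the *Unc80 G/G* libraries, so both libraries of one genotype lay above both of the other. This is 1.81 and 1.62 CPM against 1.14 and 1.09 CPM. The log2 fold change was -0.62 (adjusted p = 0.845 from edgeR's quasi-likelihood test over the recovered genes), and on the log2(CPM + 1) scale it was -0.36 with a standard error of 0.145 in limma. Of the other channel and receptor genes of Figure 5E, the peroxisomal membrane gene *Pxmp2* had 2.10 CPM in *Unc80 S/S* and 1.46 CPM in *Unc80 G/G* mice in the authors' deposited table. The prostaglandin receptor gene *Ptger2* (0.831 and 1.42 CPM), the transferrin receptor gene *Tfr2* (1.42-fold) and *Tmem72* (1.27 and 2.03 CPM) were higher in *Unc80 G/G* mice there. All 5 genes of this group had an adjusted p of 0.982 over all genes in the authors' deposited table.

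**Figure D3:**
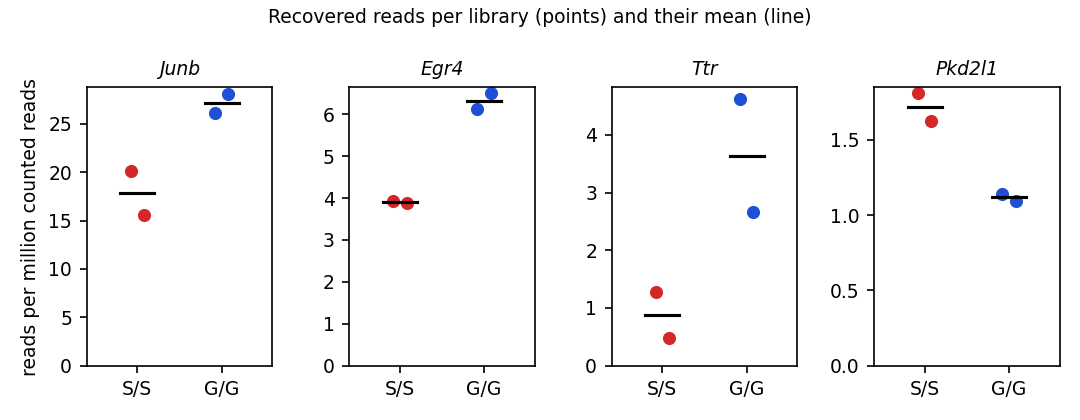
Recovered reads as CPM (vertical axis, from 0) of *Junb*, *Egr4*, *Ttr* and *Pkd2l1* in each library (points: red, *Unc80 S/S*; blue, *Unc80 G/G*), with the mean of each genotype as a line. In all 4 genes the libraries of the genotypes do not overlap, and the *Ttr* points lie between 0.475 and 4.62 CPM. These 4 genes were chosen after their values were seen.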

Approximately 1,400 olfactory receptors, which form one of the largest families of GPCRs, are expressed on olfactory sensory neurons and are essential for olfactory discrimination [53,54,55,56]. Upon odorant binding, these receptors trigger GPCR signaling, leading to a cascade of signal transduction. Thus, the targets of *Unc80* editing we identified may provide a foundation for elucidating the mechanisms underlying olfactory perception. Moreover, transcription factors affected by *Unc80* editing play a vital role in determining the sensory identity of olfactory receptor neurons. Incidentally, specific transcription factors, such as Nr4a2 and FosB, have been implicated in the processing of odor information, with alterations in their expression correlating with early olfactory dysfunction in Alzheimer’s disease mouse models [45]. In conclusion, through detailed transcriptomic analysis, *Unc80* editing emerges as a key regulator of transcriptomic changes within the olfactory bulb, establishing a new framework for understanding the functional implications of Unc80 recoding.

The olfactory perception pathway initiates when an odorant binds to its receptor, triggering a GPCR and subsequently causing a rise in intracellular cAMP concentration. This increase in cAMP generates an action potential through ion influx, leading to neuronal transduction [57,58,59,60]. Our high-throughput data suggest a signaling output tied to Unc80-mediated neuronal regulation, potentially involved in neuronal differentiation or electrophysiological alterations, signifying cellular changes at the molecular level. One particular gene, Zebd6, shows a significant change in expression in our dataset and is known to play a role in metabolism and signal transduction pathways [61,62,63]. However, its specific functions in the olfactory system and the associated signaling cascades remain undefined. 

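*Zbed6*, which encodes a zinc finger transcription factor derived from a transposon, had 17.5 CPM in *Unc80 S/S* and 26.0 CPM in *Unc80 G/G* mice in the authors' deposited table (1.49-fold, p = 2.3e-05, adjusted p = 0.0547). The gene lies on the minus strand of chromosome 1 of GRCm38 from 133655879 to 133660885, and all of its exon bases (100%) lie within exons annotated for *Zc3h11a* or Gm38394 on the same strand, so reads of these genes cannot be told from its own by position. *Zc3h11a* had 139.1 and 131.8 CPM in the authors' deposited table (p = 0.0770), in the opposite direction. Among genes with a mean of at least 5 CPM, the authors' p for *Zbed6* gave an adjusted p of 0.0495.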

Given the intricacies of upstream regulation, it is plausible that the signaling cascade dynamically responds to changes in the expression or editing of intracellular Unc80. Our research delineates novel regulatory functions of *Unc80* and its RNA editing in olfactory perception, presenting the first evidence of a previously unrecognized association between *Unc80* editing and olfactory function. This link opens up new avenues for understanding sensory processes’ complexity and underlying molecular mechanisms.

## 4. Materials and Methods

### 4.1. CRISPR-Mediated Genome Editing for Generation of Point Mutant Mice

The CRISPR/Cas9 system was used to engineer *Unc80* editing site mutations in vivo in wild-type mice. Briefly, the linearized T7-Cas9 and T7-sgRNA PCR products were gel purified and used as the templates for in vitro transcription (IVT) using mMESSAGE mMACHINE T7 ULTRA kit (Thermo Fisher, Waltham, MA, USA) and MEGAshortscript T7 kit (Thermo Fisher), respectively. The resulting Cas9 mRNA and the sgRNAs were purified using a MEGAclear kit (Thermo Fisher) and eluted in RNase-free water. B6D2F1 female mice and ICR mouse strains were used as embryo donors and foster mothers, respectively. Pre-determined concentrations of Cas9 mRNA, sgRNA, and oligonucleotides were mixed and co-injected into the cytoplasm or pronucleus of fertilized eggs with well-recognized pronuclei in the M2 medium (Sigma-Aldrich, Saint Louis, MO, USA). Injected zygotes were cultured until the blastocyst stage by 3.5 days and then transferred to the uterus of pseudopregnant ICR females. The single-stranded DNA oligonucleotide donor carrying “pre-edited” alleles or silent mutations disrupting the editing substrate was synthesized for co-injection.

### 4.2. Animals

Mice had ad libitum access to a standard diet and were housed in a pathogen-free facility under a 12 h light/dark cycle. All breeding and experimental procedures were conducted following IACUC guidelines at Chang Gung University, and the approval was CGU111-164. For experimental purposes, male mice aged 2–5 months were utilized.

### 4.3. RNA Extraction, RT-PCR, and qPCR 

RNA from specified tissues was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and reverse-transcribed into cDNA using MML-V reverse transcriptase (Invitrogen) with random hexamers according to the manufacturer’s instructions. The *Unc80* editing ratio was monitored by Sanger sequencing of PCR-amplified products using primers for targeted regions. Gene expression was quantified by real-time PCR (Bio-Rad CFX Connect Real-time system) with specific primers and analyzed with CFX Manager Software version 3.1 (Bio-Rad, Hercules, CA, USA). Amplification was performed with SYBR^®^ Green Master Mix (Bio-Rad), starting with a 3-min heat at 95 °C, followed by 40 cycles (95 °C for 10 s, 60 °C for 30 s), with a final dissociation curve stage. Relative gene expression was normalized to internal control genes, with controls as reference. All results were obtained from at least three independent experiments, presented as mean ± SEM, and statistically evaluated using Student’s *t*-test.

### 4.4. Immunofluorescent Staining of Brain Tissue 

Mice were transcardially perfused with cold phosphate-buffered solution (PBS) followed by 4% paraformaldehyde after deep anesthesia. The whole brains were fixed in 4% paraformaldehyde for 48 hours and then stored in 30% sucrose solution for 48 hours. Sagittal frozen sections (30 μm) were cut with a cryostat (Leica Microsystems, Wetzlar, Germany, SM 2010R), permeabilized, and blocked with 10% BSA in 0.5% Triton X-100 for 2 h, then incubated overnight at 4 °C with primary antibodies against Unc80 (BS-12121R, BIOSS, Woburn, MA, USA) and NeuN (MAB377, Merck Millipore, Darmstadt, Germany). Images of the slices were acquired with a fluorescence microscope (BioTek Lionheart FX Automated Microscope, Agilent, Santa Clara, CA, USA). 

### 4.5. Manganese-Enhanced Magnetic Resonance Imaging (MEMRI) 

The MRI technique involves placing anesthetized mice in a prone position within an acrylic holder inside a cryo probe coil for MRI scans. The spin echo-planar imaging DTI sequence, covering ten 200 μm coronal slices, matches the spatial dimensions of T2-weighted reference images. Acquisition parameters such as field of view, matrix dimensions, spatial resolution, and echo time are tailored to the experiment. Post-processing includes fiber tractography and DTI index analysis using DSI studio software (http://dsi-studio.labsolver.Org). Specifically, fiber tracts between both hippocampi are evaluated, and regions-of-interest (ROIs) analyses quantify DTI indices like fractional anisotropy (FA) and fiber tract numbers. For MEMRI, manganese (Mn^2+^), a natural cellular constituent, serves as a T1-shortening MR contrast agent due to its paramagnetic properties and cellular uptake similar to calcium ions [41,42]. Used in various imaging contexts, including cardiac and hepatic imaging, MEMRI is particularly effective for imaging neuronal activity. Mn^2+^ enters active neurons through voltage-gated calcium channels during functional stimulation, accumulating in brain regions and enhancing T1-weighted images. Additionally, manganese ions validate the principal eigenvector of the diffusion tensor in axonal fiber orientation studies, aligning dMRI with Mn-enhanced MRI of neural tracts.

### 4.6. Chemical Exchange Saturation Transfer (CEST)-MRI 

This high-resolution imaging technique maps specific elements in the brain by targeting exchangeable protons on molecules like OH groups. CEST-MRI selectively saturates these protons with radio-frequency pulses, transferring their magnetization to bulk water and reducing the water signal in a concentration-dependent manner. Sensitive to solute–water proton interactions at specific frequencies, CEST-MRI can detect low-concentration metabolites through their effects on the water signal without exogenous contrast agents. This method has applications in mapping pH levels and protein concentrations in the brain, exploiting amide protons (NH). In our study, CEST-MRI was applied to explore glutamate and dopamine regulation in *Unc80*-based neural disorder models, aiming to detect neurotransmission dynamics.

### 4.7. The Olfactory Habituation/Dishabituation Test 

This test evaluates mice’s ability to detect and recognize odors, leveraging their natural inclination for novelty [64]. Adult mice were exposed to filter papers infused with a first odor for 45 s over seven trials for habituation, with odor refreshment between each trial. For dishabituation, a second odor was introduced once in the same way. During the assays, the mice’s behavior was recorded with a video camera. The duration of the investigation, defined as the mouse making nasal contact with the filter paper within a 1 mm distance, was recorded. To eliminate learning biases, the test was conducted only once.

### 4.8. RNA-Sequencing 

Olfactory bulbs from CRISPR-engineered *Unc80^S/S^* and *Unc80^G/G^* mice were harvested, and RNA was extracted using TRIzol reagent (Invitrogen). cDNA libraries prepared following the TruSeq^®^ Stranded Total RNA Sample Preparation Guide (Illumina, San Diego, CA, USA, Part # 15031048) were sequenced on a NextSeq 500 (Illumina) platform, generating 75 bp paired-end reads. Quality control and primer-adaptor sequence trimming were conducted using Partek^®^ Flow^®^ Genomic Analysis Software version 10.0.23.0214 (Partek, San Diego, CA, USA), which also performed alignment to the mouse genome assembly GRCm38 (mm10). Differential expression, volcano plots, and hierarchical clustering analyses were executed using Partek’s statistical package.

### 4.9. In Silico Prediction of Unc80^WT^ and Unc80^S2367G^ Protein Structures

All protein models were generated using AlphaFold2 [35]. Structure alignment and visualization were using the PyMOL Molecular Graphics System (Ver. 2.5.7, Schrödinger, Portland, OR, USA) [36].

### 4.10. Neuro 2a Cell Culture and Transfection

Mouse Neuro 2a neuroblastoma cells were grown in MEM (Corning, Corning, NY, USA) supplemented with NEAA (Invitrogen), L-Glutamine (Invitrogen), sodium pyruvate (Invitrogen), 10% FBS (Gibco), 100 IU/L penicillin (Corning), and 10 μg/mL streptomycin (Corning) at 37 °C in a 5% CO_2_ atmosphere. Cells were transfected using TransIT X2 (Mirus, Marietta, GA, USA) following the manufacturer’s protocols. For Unc80 overexpression experiments, cells were transfected for 24 h with 2.5 μg of pcDNA3.1(−) vectors encoding GFP-tagged wild-type Unc80 or Unc80^S2732G^.

### 4.11. Indirect Immunofluorescence and Confocal Microscopy

Cells were fixed with 4% paraformaldehyde, permeabilized in 0.25% Triton X-100, and blocked in blocking buffer (5% BSA in PBS). Cells were subsequently counter-stained with DAPI in the dark for 5 min. Coverslips were mounted and analyzed by Confocal LSM780 microscopy (Zeiss, Oberkochen, Germany).

## Figures and Tables

**Figure 1:**
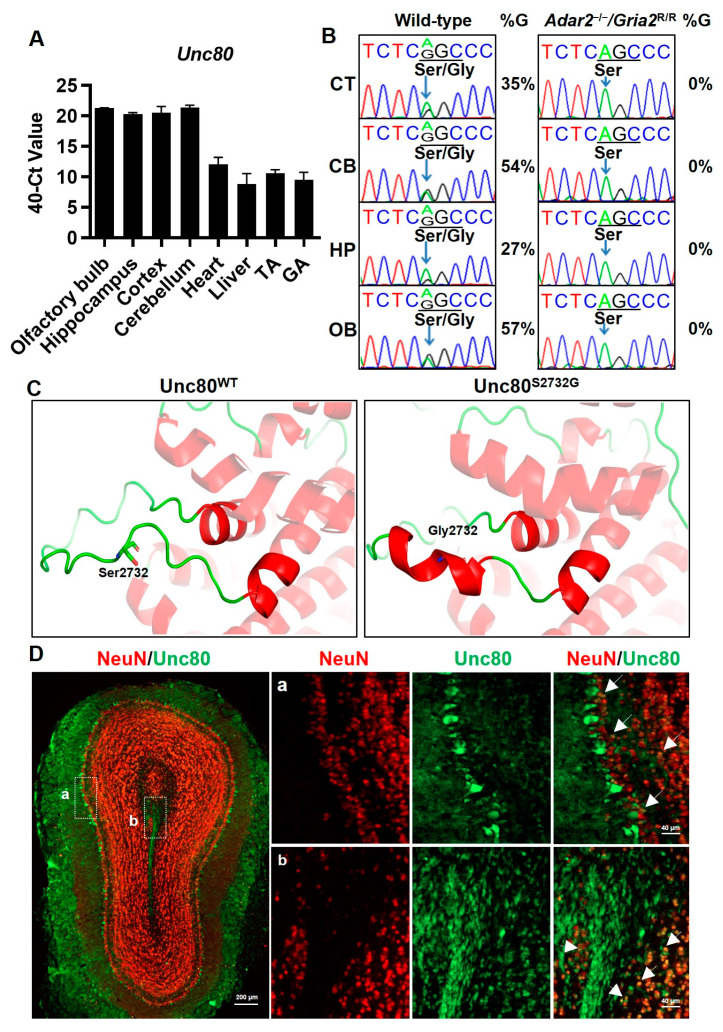
Expression patterns of ADAR2-mediated RNA editing of *Unc80* in the brain and its structural implications. Total RNA was extracted from various tissues and brain regions from wild-type (WT) and Adar2-knockout (KO) mice. The samples were then analyzed using RT-PCR (**A**) and Sanger sequencing (**B**). The sequencing chromatograms highlight the absence of guanine (“G”) signals (indicated by arrows) in the KO samples, demonstrating the reliance of *Unc80* editing on ADAR2’s enzymatic function. Differences in RNA editing levels across brain regions were also observed. The percentage represents the editing frequency, calculated by taking the peak area of G peak over the sum of A and G peaks. (**C**) Prediction of 3-dimensional protein structure models of Unc80^WT^ and Unc80^S2732G^. The magnified view of the region of interest highlights the residue change from Ser to Gly due to editing. (**D**) Immunofluorescence analysis on olfactory bulb coronal sections, specifically localizing Unc80 (green) and NeuN (red) protein. The a and b correspond to magnified views of the white dashed boxes in left panel. The arrows indicate the positions of overlapping fluorescence (green and red). Scale bars = 200 µm in the left panel and 40 µm in the magnified images. (TA: Tibialis anterior muscle, GA: Gastrocnemius muscle, CT: cortex, CB: cerebellum, HP: hippocampus, OB: olfactory bulb).

**Figure 2:**
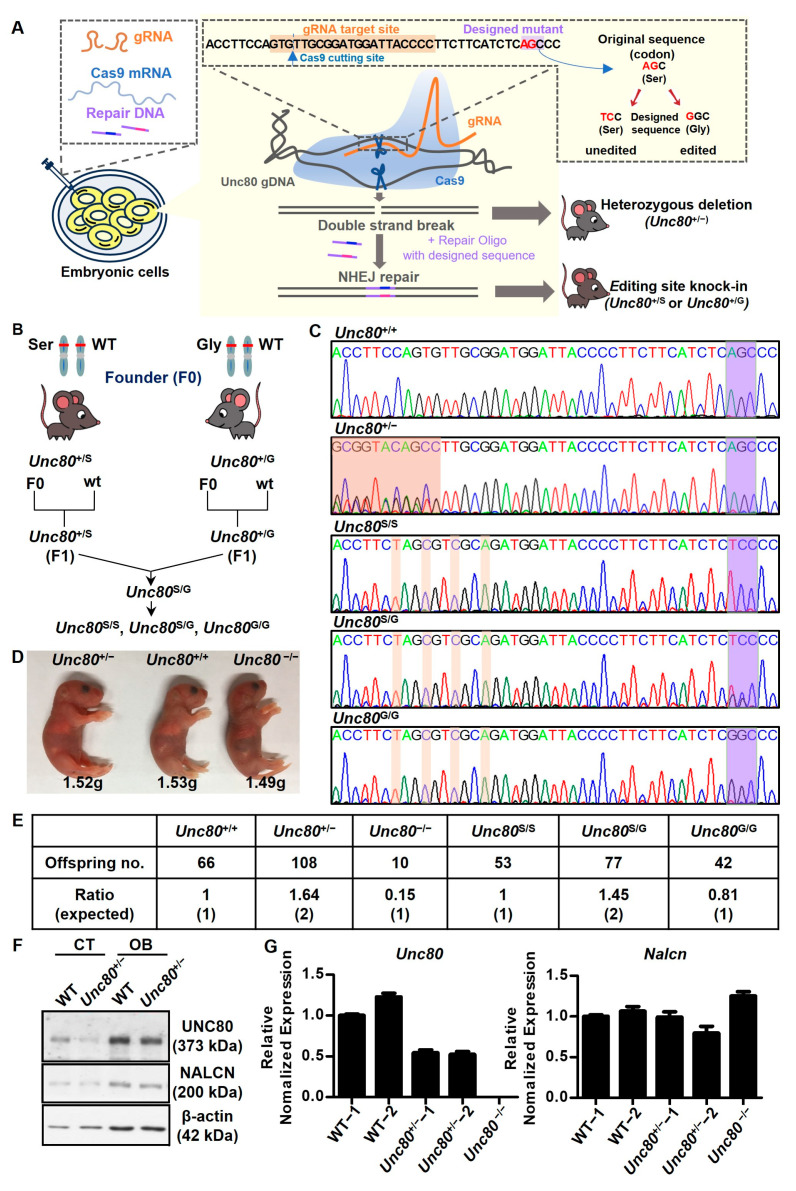
Generation of *Unc80*-deleted and site-specific RNA editing mouse models: (**A**) Experimental schematic of the CRISPR/Cas9-based genetic engineering to generate deficient and knock-in mouse models. gRNA (nucleotide with orange background) together with Cas9 created indels, thus establishing knockout mice. In parallel, the addition of synthesized homologous DNA templates corresponding to the *Unc80* sequence region with a substitution for the “pre-edited” (G-form) allele (gain of editing) or the “unedited” version (loss of editing) resulted in the knock-in models. (**B**) Breeding schemes of mice with site-specific knock-ins at the *Unc80* editing site. (**C**) Genomic DNA sequencing for genotyping demonstrates the WT sequence (top) and mutations in founder strains (*Unc80^+/−^*). Deletions and point mutations are indicated by a red background and purple boxes, respectively, in heterozygous deletion *(Unc80^+/−^*) or knock-in mice (*Unc80^S/S^*, *Unc80^G/G^*, and *Unc80^S/G^*). The green box denotes the targeted editing site. (**D**) Gross morphological comparison and body weights of newborn (P0) mice across genotypes. (**E**) Offspring genotyping from heterozygous *Unc80^+/−^* crosses reveals a lower-than-expected birth rate for homozygous deletion offspring, whereas knock-in alleles followed an approximately Mendelian inheritance pattern. (**F,G**) Unc80 protein and mRNA levels in brain tissue lysates (cortex and olfactory bulb) from CRISPR-engineered *Unc80*-deficient mice were assessed via immunoblotting (**F**) and qRT-PCR (OB, (**G**)).

**Figure 3:**
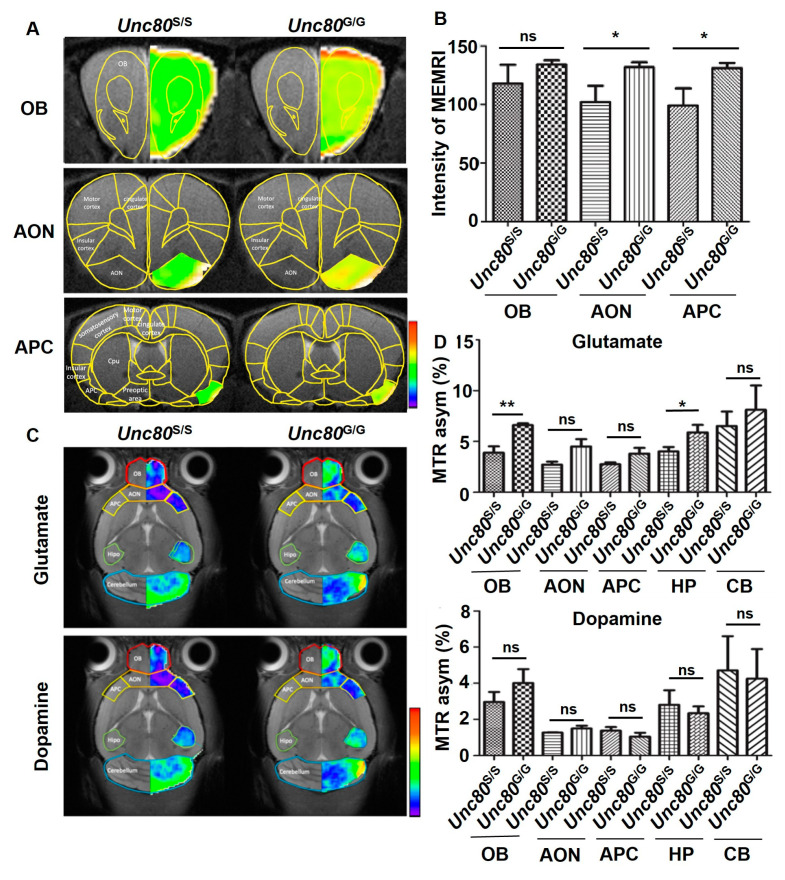
MEMRI-based neuronal activity assessment in the olfactory systems of *Unc80^S/S^* and *Unc80^G/G^* mice: (**A**) Anatomical MRI images and corresponding color mapping generated during odor stimulation. (**B**) Variation in MEMRI signal intensity in response to odor stimulation, with error bars representing the SD. (**C**) In vivo glutamate- and dopamine-sensitive CEST-MRI images showing anatomical and color mapping in various brain nuclei. (**D**) Quantitative changes in CEST-MRI signals across different brain nuclei for *Unc80^S/S^* and *Unc80^G/G^* mice, depicting both glutamate (left) and dopamine (right) contrasts. Brain regions assessed include the olfactory bulb (OB), anterior olfactory nucleus (AON), and anterior piriform cortex (APC). Error bars indicate SD. Statistical significance is denoted as follows: ns (not significant); *p* > 0.05; * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
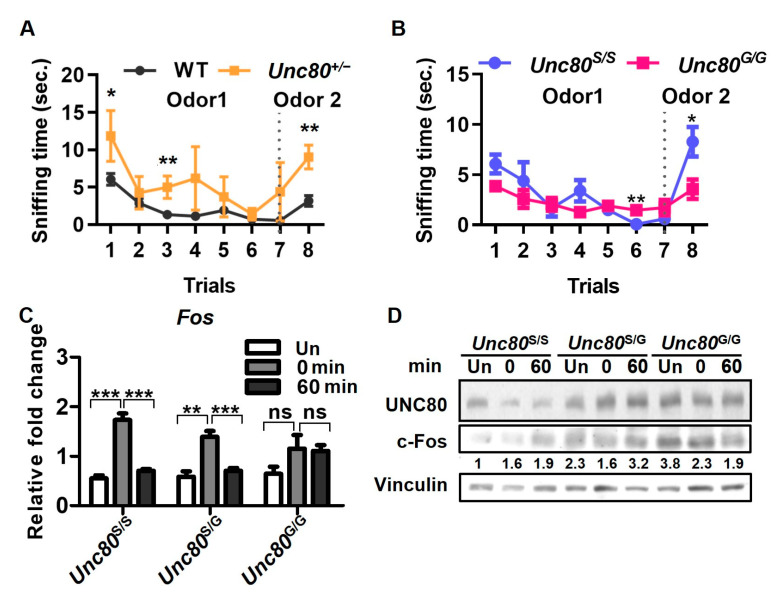
Neurophysiological connection of *Unc80* editing event to olfactory sensing and motor control: Habituation and dishabituation behaviors, in response to odors, were analyzed for *Unc80* knockout and site-specific editing variants (**A**,**B**), along with odor-induced neuronal activity assays (**C**,**D**). Mice with different genotypes (wild-type vs. *Unc80^+/−^* in (**A**), *Unc80^S/S^* vs. *Unc80^G/G^* in (**B**)) were exposed to odors, and their explorative times near the odor source were recorded and presented as mean ± SD. The cohorts consisted of: WT (n = 13), *Unc80^+/−^* (n = 5), *Unc80^S/S^* (n = 9), *Unc80^G/G^* (n = 8). For the neuronal activation assay, knock-in mice with site-specific edits were either not exposed or exposed to banana oil for up to 60 min and subsequently sacrificed for olfactory bulb isolation, from which total RNA and proteins were prepared for qRT-PCR (**C**) and Western blot (**D**) analyses, respectively. Changes in the expression of c-Fos were monitored as a readout for neuronal activation. The bar graph represents the relative mRNA expression levels of Fos. Statistical significance is indicated as follows: ns (not significant); *p* > 0.05; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
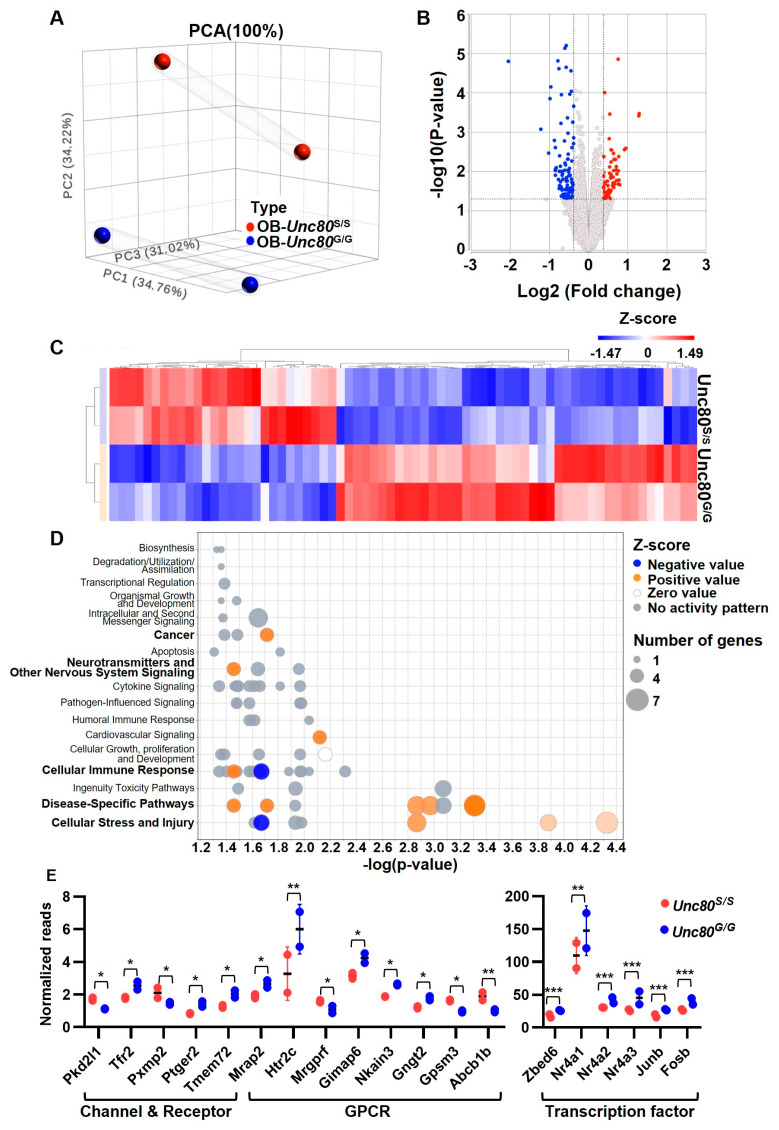
Transcriptomic analysis of the olfactory bulb in *Unc80* editing variant mice. Transcriptome-wide RNA-seq was conducted to identify changes in the olfactory bulb of *Unc80^S/S^* and *Unc80^G/G^* mice. (**A**–**C**) The overall transcriptome distribution is represented in a principal component analysis (PCA) plot (**A**) and a volcano plot (**B**), delineating genotype-specific gene expression profiles. A heatmap (**C**) displays genes with significant differential expression (|fold-change| > 1.5, *p* < 0.05; n = 6 per genotype, with samples pooled from three mice each) between the two strains. (**D**) Bubble chart of the enriched canonical pathway from IPA analysis. The *x*-axis represents the significance (*p*-value), and the *y*-axis shows the top 17 significantly enriched pathways based on differentially expressed genes (DEGs). The size of the circles corresponds to the number of genes associated with each pathway. The colors of the bubbles denote the Z-score, indicating whether the pathway is activated (orange, positive Z-score) or inhibited (blue, negative Z-score). (**E**) Normalized read count plots highlight expression variations in gene sets linked to neuronal signaling between *Unc80^S/S^* and *Unc80^G/G^* mice. Statistical significance in this figure is indicated as follows: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

The data supporting the findings of this study are publicly available in the GEO database (accession number: GSE269152).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25115985/s1.

## References

[1] Wang I.X., So E., Devlin J.L., Zhao Y., Wu M., Cheung V.G. (2013). ADAR regulates RNA editing, transcript stability, and gene expression. Cell Rep..

[2] Behm M., Wahlstedt H., Widmark A., Eriksson M., Ohman M. (2017). Accumulation of nuclear ADAR2 regulates adenosine-to-inosine RNA editing during neuronal development. J. Cell Sci..

[3] Wahlstedt H., Daniel C., Enstero M., Ohman M. (2009). Large-scale mRNA sequencing determines global regulation of RNA editing during brain development. Genome Res..

[4] Konen L.M., Wright A.L., Royle G.A., Morris G.P., Lau B.K., Seow P.W., Zinn R., Milham L.T., Vaughan C.W., Vissel B. (2020). A new mouse line with reduced GluA2 Q/R site RNA editing exhibits loss of dendritic spines, hippocampal CA1-neuron loss, learning and memory impairments and NMDA receptor-independent seizure vulnerability. Mol. Brain.

[5] Hideyama T., Yamashita T., Aizawa H., Tsuji S., Kakita A., Takahashi H., Kwak S. (2012). Profound downregulation of the RNA editing enzyme ADAR2 in ALS spinal motor neurons. Neurobiol. Dis..

[6] Yamashita T., Kwak S. (2014). The molecular link between inefficient GluA2 Q/R site-RNA editing and TDP-43 pathology in motor neurons of sporadic amyotrophic lateral sclerosis patients. Brain Res..

[7] Higuchi M., Maas S., Single F.N., Hartner J., Rozov A., Burnashev N., Feldmeyer D., Sprengel R., Seeburg P.H. (2000). Point mutation in an AMPA receptor gene rescues lethality in mice deficient in the RNA-editing enzyme ADAR2. Nature.

[8] Horsch M., Seeburg P.H., Adler T., Aguilar-Pimentel J.A., Becker L., Calzada-Wack J., Garrett L., Gotz A., Hans W., Higuchi M. (2011). Requirement of the RNA-editing enzyme ADAR2 for normal physiology in mice. J. Biol. Chem..

[9] Paschen W., Dux E., Djuricic B. (1994). Developmental changes in the extent of RNA editing of glutamate receptor subunit GluR5 in rat brain. Neurosci. Lett..

[10] Sommer B., Köhler M., Sprengel R., Seeburg P.H. (1991). RNA editing in brain controls a determinant of ion flow in glutamate-gated channels. Cell.

[11] Niswender C.M., Copeland S.C., Herrick-Davis K., Emeson R.B., Sanders-Bush E. (1999). RNA editing of the human serotonin 5-hydroxytryptamine 2C receptor silences constitutive activity. J. Biol. Chem..

[12] Shumate K.M., Tas S.T., Kavalali E.T., Emeson R.B. (2021). RNA editing-mediated regulation of calcium-dependent activator protein for secretion (CAPS1) localization and its impact on synaptic transmission. J. Neurochem..

[13] Khermesh K., D’Erchia A.M., Barak M., Annese A., Wachtel C., Levanon E.Y., Picardi E., Eisenberg E. (2016). Reduced levels of protein recoding by A-to-I RNA editing in Alzheimer’s disease. RNA.

[14] Pozdyshev D.V., Zharikova A.A., Medvedeva M.V., Muronetz V.I. (2021). Differential analysis of A-to-I mRNA edited sites in Parkinson’s disease. Genes.

[15] Bhattacharyya N., Pandey V., Bhattacharyya M., Dey A. (2021). Regulatory role of long non coding RNAs (lncRNAs) in neurological disorders: From novel biomarkers to promising therapeutic strategies. Asian J. Pharm. Sci..

[16] Breen M.S., Dobbyn A., Li Q., Roussos P., Hoffman G.E., Stahl E., Chess A., Sklar P., Li J.B., Devlin B. (2019). Global landscape and genetic regulation of RNA editing in cortical samples from individuals with schizophrenia. Nat. Neurosci..

[17] Yang Y., Okada S., Sakurai M. (2021). Adenosine-to-inosine RNA editing in neurological development and disease. RNA Biol..

[18] Gurevich I., Tamir H., Arango V., Dwork A.J., Mann J.J., Schmauss C. (2002). Altered editing of serotonin 2C receptor pre-mRNA in the prefrontal cortex of depressed suicide victims. Neuron.

[19] Chen J.Y., Peng Z., Zhang R., Yang X.Z., Tan B.C., Fang H., Liu C.J., Shi M., Ye Z.Q., Zhang Y.E. (2014). RNA editome in rhesus macaque shaped by purifying selection. PLoS Genet..

[20] Cuddleston W.H., Li J., Fan X., Kozenkov A., Lalli M., Khalique S., Dracheva S., Mukamel E.A., Breen M.S. (2022). Cellular and genetic drivers of RNA editing variation in the human brain. Nat. Commun..

[21] Lundin E., Wu C., Widmark A., Behm M., Hjerling-Leffler J., Daniel C., Ohman M., Nilsson M. (2020). Spatiotemporal mapping of RNA editing in the developing mouse brain using in situ sequencing reveals regional and cell-type-specific regulation. BMC Biol..

[22] Jospin M., Watanabe S., Joshi D., Young S., Hamming K., Thacker C., Snutch T.P., Jorgensen E.M., Schuske K. (2007). UNC-80 and the NCA ion channels contribute to endocytosis defects in synaptojanin mutants. Curr. Biol..

[23] Lear B.C., Darrah E.J., Aldrich B.T., Gebre S., Scott R.L., Nash H.A., Allada R. (2013). UNC79 and UNC80, putative auxiliary subunits of the NARROW ABDOMEN ion channel, are indispensable for robust circadian locomotor rhythms in Drosophila. PLoS ONE.

[24] Yeh E., Ng S., Zhang M., Bouhours M., Wang Y., Wang M., Hung W., Aoyagi K., Melnik-Martinez K., Li M. (2008). A putative cation channel, NCA-1, and a novel protein, UNC-80, transmit neuronal activity in C. elegans. PLoS Biol..

[25] Lu B., Zhang Q., Wang H., Wang Y., Nakayama M., Ren D. (2010). Extracellular calcium controls background current and neuronal excitability via an UNC79-UNC80-NALCN cation channel complex. Neuron.

[26] Wang H., Ren D. (2009). UNC80 functions as a scaffold for Src kinases in NALCN channel function. Channels.

[27] Kang Y., Chen L. (2022). Structure and mechanism of NALCN-FAM155A-UNC79-UNC80 channel complex. Nat. Commun..

[28] Wie J., Bharthur A., Wolfgang M., Narayanan V., Ramsey K., Group C.R.R., Aranda K., Zhang Q., Zhou Y., Ren D. (2020). Intellectual disability-associated UNC80 mutations reveal inter-subunit interaction and dendritic function of the NALCN channel complex. Nat. Commun..

[29] Perez Y., Kadir R., Volodarsky M., Noyman I., Flusser H., Shorer Z., Gradstein L., Birnbaum R.Y., Birk O.S. (2016). UNC80 mutation causes a syndrome of hypotonia, severe intellectual disability, dyskinesia and dysmorphism, similar to that caused by mutations in its interacting cation channel NALCN. J. Med. Genet..

[30] Shamseldin H.E., Faqeih E., Alasmari A., Zaki M.S., Gleeson J.G., Alkuraya F.S. (2016). Mutations in UNC80, Encoding Part of the UNC79-UNC80-NALCN Channel Complex, Cause Autosomal-Recessive Severe Infantile Encephalopathy. Am. J. Hum. Genet..

[31] Stray-Pedersen A., Cobben J.M., Prescott T.E., Lee S., Cang C., Aranda K., Ahmed S., Alders M., Gerstner T., Aslaksen K. (2016). Biallelic Mutations in UNC80 Cause Persistent Hypotonia, Encephalopathy, Growth Retardation, and Severe Intellectual Disability. Am. J. Hum. Genet..

[32] Fahad Raza M., Anwar M., Husain A., Rizwan M., Li Z., Nie H., Hlavac P., Ali M.A., Rady A., Su S. (2022). Differential gene expression analysis following olfactory learning in honeybee (*Apis mellifera* L.). PLoS ONE.

[33] Zhou C., Luo J., He X., Zhou Q., He Y., Wang X., Ma L. (2020). The NALCN Channel Regulator UNC-80 Functions in a Subset of Interneurons To Regulate Caenorhabditis elegans Reversal Behavior. G3.

[34] Peng Z., Cheng Y., Tan B.C., Kang L., Tian Z., Zhu Y., Zhang W., Liang Y., Hu X., Tan X. (2012). Comprehensive analysis of RNA-Seq data reveals extensive RNA editing in a human transcriptome. Nat. Biotechnol..

[35] Akdel M., Pires D.E., Pardo E.P., Jänes J., Zalevsky A.O., Mészáros B., Bryant P., Good L.L., Laskowski R.A., Pozzati G. (2022). A structural biology community assessment of AlphaFold2 applications. Nat. Struct. Mol. Biol..

[36] Bramucci E., Paiardini A., Bossa F., Pascarella S. (2012). PyMod: Sequence similarity searches, multiple sequence-structure alignments, and homology modeling within PyMOL. BMC Bioinform..

[37] Aqrabawi A.J., Kim J.C. (2020). Olfactory memory representations are stored in the anterior olfactory nucleus. Nat. Commun..

[38] Kikuta S., Sato K., Kashiwadani H., Tsunoda K., Yamasoba T., Mori K. (2010). Neurons in the anterior olfactory nucleus pars externa detect right or left localization of odor sources. Proc. Natl. Acad. Sci. USA.

[39] Dikeçligil G.N., Yang A.I., Sanghani N., Lucas T., Chen H.I., Davis K.A., Gottfried J.A. (2023). Odor representations from the two nostrils are temporally segregated in human piriform cortex. Curr. Biol..

[40] Bramswig N.C., Bertoli-Avella A.M., Albrecht B., Al Aqeel A.I., Alhashem A., Al-Sannaa N., Bah M., Brohl K., Depienne C., Dorison N. (2018). Genetic variants in components of the NALCN-UNC80-UNC79 ion channel complex cause a broad clinical phenotype (NALCN channelopathies). Hum. Genet..

[41] Yu X., Zou J., Babb J.S., Johnson G., Sanes D.H., Turnbull D.H. (2008). Statistical mapping of sound-evoked activity in the mouse auditory midbrain using Mn-enhanced MRI. Neuroimage.

[42] Weng J.-C., Chen J.-H., Yang P.-F., Tseng W.-Y.I. (2007). Functional mapping of rat barrel activation following whisker stimulation using activity-induced manganese-dependent contrast. Neuroimage.

[43] Kim Y., Venkataraju K.U., Pradhan K., Mende C., Taranda J., Turaga S.C., Arganda-Carreras I., Ng L., Hawrylycz M.J., Rockland K.S. (2015). Mapping social behavior-induced brain activation at cellular resolution in the mouse. Cell Rep..

[44] He Y., Wang Y., Yu H., Tian Y., Chen X., Chen C., Ren Y., Chen Z., Ren Y., Gong X. (2023). Protective effect of Nr4a2 (Nurr1) against LPS-induced depressive-like behaviors via regulating activity of microglia and CamkII neurons in anterior cingulate cortex. Pharmacol. Res..

[45] Yu H., Wang F., Jia D., Bi S., Gong J., Wu J.J., Mao Y., Chen J., Chai G.S. (2024). Pathological features and molecular signatures of early olfactory dysfunction in 3xTg-AD model mice. CNS Neurosci. Ther..

[46] Lu B., Su Y., Das S., Wang H., Wang Y., Liu J., Ren D. (2009). Peptide neurotransmitters activate a cation channel complex of NALCN and UNC-80. Nature.

[47] Xie L., Gao S., Alcaire S.M., Aoyagi K., Wang Y., Griffin J.K., Stagljar I., Nagamatsu S., Zhen M. (2013). NLF-1 delivers a sodium leak channel to regulate neuronal excitability and modulate rhythmic locomotion. Neuron.

[48] Lu B., Su Y., Das S., Liu J., Xia J., Ren D. (2007). The neuronal channel NALCN contributes resting sodium permeability and is required for normal respiratory rhythm. Cell.

[49] Rappaport N., Twik M., Plaschkes I., Nudel R., Iny Stein T., Levitt J., Gershoni M., Morrey C.P., Safran M., Lancet D. (2017). MalaCards: An amalgamated human disease compendium with diverse clinical and genetic annotation and structured search. Nucleic Acids Res..

[50] Canet-Pons J., Sen N.-E., Arsović A., Almaguer-Mederos L.-E., Halbach M.V., Key J., Döring C., Kerksiek A., Picchiarelli G., Cassel R. (2021). Atxn2-CAG100-KnockIn mouse spinal cord shows progressive TDP43 pathology associated with cholesterol biosynthesis suppression. Neurobiol. Dis..

[51] Sternberg J.R., Prendergast A.E., Brosse L., Cantaut-Belarif Y., Thouvenin O., Orts-Del’Immagine A., Castillo L., Djenoune L., Kurisu S., McDearmid J.R. (2018). Pkd2l1 is required for mechanoception in cerebrospinal fluid-contacting neurons and maintenance of spine curvature. Nat. Commun..

[52] Cao L., Huang M.Z., Zhang Q., Luo Z.R., Zhang Y., An P.J., Yang L.L., Tan W., Wang C.Q., Dou X.W. (2022). The neural stem cell properties of Pkd2l1(+) cerebrospinal fluid-contacting neurons in vivo. Front. Cell. Neurosci..

[53] Hague C., Hall R.A., Minneman K.P. (2004). Olfactory receptor localization and function: An emerging role for GPCR heterodimerization. Mol. Interv..

[54] Spehr M., Munger S.D. (2009). Olfactory receptors: G protein-coupled receptors and beyond. J. Neurochem..

[55] Cong X., Ren W., Pacalon J., Xu R., Xu L., Li X., de March C.A., Matsunami H., Yu H., Yu Y. (2022). Large-Scale G Protein-Coupled Olfactory Receptor-Ligand Pairing. ACS Cent. Sci..

[56] Patel A., Peralta-Yahya P. (2023). Olfactory Receptors as an Emerging Chemical Sensing Scaffold. Biochemistry.

[57] Ebrahimi F.A., Chess A. (1998). Olfactory G proteins: Simple and complex signal transduction. Curr. Biol..

[58] Moon C., Sung Y.K., Reddy R., Ronnett G.V. (1999). Odorants induce the phosphorylation of the cAMP response element binding protein in olfactory receptor neurons. Proc. Natl. Acad. Sci. USA.

[59] Zou D.J., Chesler A., Firestein S. (2009). How the olfactory bulb got its glomeruli: A just so story?. Nat. Rev. Neurosci..

[60] Francia S., Lodovichi C. (2021). The role of the odorant receptors in the formation of the sensory map. BMC Biol..

[61] Wang X., Younis S., Cen J., Wang Y., Krizhanovskii C., Andersson L., Welsh N. (2021). ZBED6 counteracts high-fat diet-induced glucose intolerance by maintaining beta cell area and reducing excess mitochondrial activation. Diabetologia.

[62] Zhu S., Zhang J., Jiang X., Wang W., Chen Y.Q. (2022). Free fatty acid receptor 4 deletion attenuates colitis by modulating Treg Cells via ZBED6-IL33 pathway. EBioMedicine.

[63] Liu H., Pan D., Li P., Wang D., Xia B., Zhang R., Lu J., Xing X., Du J., Zhang X. (2023). Loss of ZBED6 Protects Against Sepsis-Induced Muscle Atrophy by Upregulating DOCK3-Mediated RAC1/PI3K/AKT Signaling Pathway in Pigs. Adv. Sci..

[64] Mignot C., Nahrath P., Sinding C., Hummel T. (2021). Older and Young Adults Experience Similar Long-Term Olfactory Habituation. Chem. Senses.

How the deposited data were processed for this re-analysis (not part of the article)

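RNA from the olfactory bulbs of *Unc80 S/S* and *Unc80 G/G* mice was sequenced as 4 libraries, 2 per genotype, each described in the paper as a pool of 3 mice. The labels name the unedited and the edited libraries, which were mapped to *Unc80 S/S* and *Unc80 G/G*. The deposited files give 1 count per library, its total number of reads (35465913 to 38051810), and the authors' comparison of the genotypes. The authors trimmed, aligned (GRCm38, mm10 in the submitters' processing notes) and compared the libraries with Partek, and the aligner, annotation, normalization and test are not given in the sources used here. The authors' deposited table lists for 15818 genes the p-value, its adjusted p-value, the ratio of *Unc80 S/S* over *Unc80 G/G*, a signed fold change given as a score that is never between -1 and 1, and the mean of each genotype in CPM. The CPM means summed to 998057 and 998014. The adjusted column equalled the Benjamini-Hochberg value of the p column, and the ratio the quotient of the means, with differences of at most 1.8e-14.

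The planned tests on values per library (limma on log2 values over all genes, principal components, replicate block, leave-one-out) could not be run over all genes, because the table holds means of a genotype. The authors' p-values and folds were used in their place, with a threshold of 0.05 for adjusted p, and the thresholds of Figure 5C (1.5-fold, unadjusted p under 0.05) and of Figure 5B (near 1.3-fold). Log2 fold changes were turned to *Unc80 G/G* over *Unc80 S/S*. Symbols were matched to GENCODE M21, in which 15594 of them (98.6%) named 1 gene, and 22 symbols had been turned into dates and were left without a gene name. Reads were taken as uncertain where at least 10% of the exon bases of a gene lie in exons of another on the same strand.

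Each CPM mean was then written as a whole number of reads of either library, times a fixed value per read, plus an offset of 0.0001 CPM. Solutions were kept where the chance of another fit was under 1e-04, which gave reads in both genotypes for 2155 genes. Those counts were compared with edgeR 4.0.16 (quasi-likelihood test), with DESeq2 1.42.0 and with limma 3.58.1 on log2(CPM + 1), in R 4.3.3. This was chosen after the data were examined and leans to genes of lower abundance, so its results stand beside, not in place of, those over all genes. The libraries of a genotype differed by more than counting noise, with a chi-square per gene of 1.60 in *Unc80 S/S* and 1.88 in *Unc80 G/G*. Reads of these 2155 genes were also simulated with 200 genes changed and 1 common dispersion (0.00176) for every gene. There edgeR called 77% of genes changed by 1.5-fold and 99% of genes changed by 2-fold, with 7 unchanged genes called. The simulation gave no gene a spread of its own and changed far more genes than the 2 that edgeR called in the real libraries. So these shares do not tell what edgeR would find there.

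Before the data were examined, 28 gene lists were fixed. They covered rapid and later activity-induced genes, ERK and cAMP pathway genes, the NALCN complex, RNA editing enzymes, glutamate, GABA and dopamine genes, extracellular matrix genes, antigen presentation genes, stress genes, sex-linked genes, genes with variants between C57BL/6 and DBA/2 mice, and markers of the cell types of the bulb and of neighboring tissues: sensory neurons, mitral and tufted cells, granule and periglomerular cells, neuroblasts, astrocytes and ensheathing cells, oligodendrocytes, microglia, endothelium, pericytes and meninges, choroid plexus, frontal cortex, striatum and red blood cells. The paper's figure and Table S1 had been read by then. Lists were tested with cameraPR (limma) with a correlation of 0.01, adjusted over the 28 lists. Tested on 1000 simulated lists of 27 genes without a shift, 2.1% had a p under 0.05, and 99.5% of 200 lists shifted by 1 z unit did. The simulated genes were independent, so this does not show how the test behaves for genes that vary together. Correlations of 0.05, 0.1 and 0.2, ranks, and camera and fry on the recovered genes were added after the data were examined. List medians were set beside 10000 random lists matched on expression, exon length and GC content.

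The genes named in the text are those the paper names, the matched members of Table S1, the 10 of smallest p in each direction, and members of the lists with a p under 0.05 with up to 4 others per list; a gene outside this rule is one chosen after its values were seen, namely *Tafa1*, *Brms1*, Gm8750, *H2-Q1*, *Trex1*, *Nme1*, *Nme2*, *Duxbl2* and *Zc3h11a* and the genes named only as overlapping another, *Pbx2*, *Rslcan18*, *Zfp708*, *Atrip* and Gm38394, and the recovered immediate-early gene *Ier2*. Editing at the *Unc80* site cannot be read from a gene table and was not analysed here. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and biopython 1.88.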

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

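The tests of gene length and GC content, of mixed libraries and of stress genes were chosen only after the result for the immediate-early genes was seen. The paper discusses *Nr4a2*, *Fosb* and a few more immediate-early genes, and 10 of the 20 listed genes outside Figure 5E and Table S1 had an unadjusted p under 0.05 in the authors' deposited table, all higher in *Unc80 G/G* mice and none past an adjusted p of 0.05 over all genes. The call of the whole list was lost over its 8 members with recovered reads when camera used an estimated correlation (p = 0.0442, adjusted p = 0.531). Fry gave an adjusted p of 0.682. With so few libraries, these 2 results do not tell a missing difference from a test with little power. One of the 10 genes outside Figure 5E and Table S1 was *Atf3*, a stress- and activity-induced transcription factor without recovered reads. *Atf3* had an adjusted p of 0.0547, at 4.50 CPM in *Unc80 S/S* and 7.61 CPM in *Unc80 G/G* mice in the authors' deposited table.

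For the immediate-early genes as a group, the tables argue against gene length, GC content or expression level as the whole cause, since the median of 0.25 lay at percentile 100 of 10000 random lists matched on all of these. Variation between libraries of one genotype stays open: grouping the recovered libraries across genotypes gave a median of -0.20 over the 8 members in one mixed split, beside 0.22 between the genotypes, and with 2 libraries per genotype these cannot be told apart. Handling stress before the tissue was frozen also stays open, because the members of the stress list went both ways (*Sgk1* and *Ddit4* higher, *Hspa5* and *Zbtb16* lower at an unadjusted p under 0.05, 1 higher and 1 lower when adjusted over the list alone) and its adjusted p was 0.869. A difference in resting neuronal activity, which the paper proposes from its imaging, may also account for it and was not tested by these data. The methods do not say whether these mice met an odor before the bulbs were taken.

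The paper does not report on vascular and meningeal cells. Of 17 measured markers of pericytes, smooth muscle and meningeal fibroblasts, 13 were lower in *Unc80 G/G* mice and 3 of them (*Acta2*, *Dcn* and *Lum*) had an unadjusted p under 0.05, none when adjusted over the list alone. The median log2 fold change was -0.14 (adjusted p = 0.00184 from cameraPR). The adjusted p from cameraPR was 0.172 among genes of at least 5 CPM, where the median was -0.08. It was 0.149 and 0.621 at correlations of 0.1 and 0.2, and 0.0299 and 0.00959 at a correlation of 0.05 and by ranks. *Dcn* had 35.3 and 29.7 CPM in the authors' deposited table, the recovered reads of *Lum* were 101 and 88 against 69 and 57, and the abundant *Rgs5* went the other way, with 87.5 and 81.1 against 90.0 and 89.8 CPM from recovered reads.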

How the results depend on the processing

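No paired analysis was possible because the authors' table holds one mean per genotype and the recovered libraries carry no replicate number. For the same reason the planned normalizations of single libraries, variance trend, block and leave-one-out over all genes were not run. Upper quartile and quantile scaling were run on the means of the genotypes. Leaving out the filter changed nothing, since every gene had a mean of at least 1 CPM. The added alternatives (recovered reads, other correlations, ranks) were chosen after the data were examined. With a mean of at least 5 CPM, 7 genes in place of 0 passed an adjusted p of 0.05, since fewer genes were tested; 6 in place of 70 passed 1.5-fold, 28 passed 1.3-fold, and 11 of 29 molecules of Table S1 remained. With log2(CPM + 1) the counts were 11 and 85, as that scale shrinks low genes; with log2(CPM + 0.1), upper quartile or quantile scaling they were 61 to 70 and 162 to 167. Among recovered genes, the 2 genes of edgeR became 6 with TMM, 5 with the authors' p-values, 1 with DESeq2 and 0 with limma without a trend. The count of limma with a trend, also 2, became 0 to 2 with 1 library left out, where the lone library is assumed to vary like the other genotype; the cause was not tested. The median of the 8 immediate-early genes was 0.10 to 0.33 with 1 library left out. Their list gave adjusted p of 0.531 (camera, estimated correlation) and 0.682 (fry, which does not compare with other genes), and 3.1e-06 or less at the other settings. The list of pericytes and meninges gave 0.172 at 5 CPM, 0.149 at a correlation of 0.1 and 0.621 at 0.2. At 5 CPM the direction of the test turned for dopamine (adjusted p 0.880), choroid plexus (0.177) and stress genes (0.947), and the sensory neuron list passed (0.0256, beside 0.356); the cause was not tested. The folds of named genes kept their direction, which for the log scales, upper quartile scaling and the filter follows almost wholly from how they are made and is no evidence; quantile scaling and the refits on recovered reads could have turned it. Depth limits genes near 1 CPM most: *Pkd2l1* rests on 27 to 48 reads per library.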

Differences from the paper's values

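The total number of genes past the thresholds of Figure 5C matched the paper's in the authors' deposited table. The paper does not name the reference of its 27 upregulated and 43 downregulated genes. The directions match if upregulated is read as higher in *Unc80 S/S*. Counted from log2(CPM + 1) the total was 11, and among genes with a mean of at least 5 CPM it was 6. The settings log2(CPM + 0.1), upper quartile and quantile scaling, also set before the data were examined, gave 61, 70 and 67.

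The paper states that all significant genes differed by at least the fold threshold of Figure 5C. In the authors' deposited table, 11 of the 19 genes of Figure 5E and 17 of the 29 matched molecules of Table S1 lie under 1.5-fold, among them *Fosb*, *Nr4a2*, *Nr4a1*, *Zbed6* and *Nkain3*, and all of them lie above 1.3-fold. The paper names ERK-associated and cAMP-mediated signaling among the enriched pathways. In Table S1, 0 of the 43 pathway names hold ERK or cAMP. The fixed lists for these pathways gave adjusted p of 0.194 and 0.858 from cameraPR. A name does not show what a pathway holds. *Fos*, *Fosb*, *Egr1*, *Dusp1* and the *Nr4a* genes stood in the immediate-early list and not in these lists. So neither result decides on the paper's statement. The paper presents its plot of principal components among those that show genotype-specific changes in gene expression. Over the 2155 recovered genes, the second component placed the *Unc80 S/S* libraries at -3.18 and -1.58 and the *Unc80 G/G* libraries at 4.81 and -0.05. On it, 1 *Unc80 G/G* library thus lay nearer to the *Unc80 S/S* libraries than to the other *Unc80 G/G* library. The first component set 1 *Unc80 G/G* library apart at 5.40, with the rest at -1.84 to -1.76. The libraries of *Unc80 G/G* lay farther from each other (8.70) than any pair of different genotype (8.62 at most). Those of *Unc80 S/S* lay closer to each other (7.97) than any such pair (8.24 at least).

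For *Unc80*, the paper states 45 exons and 3300 amino acids, and 3267 amino acids for the full-length protein of its structure model, and the longest coding transcript of GENCODE M21 has 65 exons and 3326 residues.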

Other observations

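Among the marker lists of cell types, only that of pericytes and meninges had an adjusted p under 0.05 from cameraPR at the main setting, and some others lay at the edge of random lists matched on expression, exon length and GC content. The medians of neuroblasts, microglia and granule cells lay at percentiles 98.15, 98.74 and 97.74 of these, and those of extracellular matrix genes, stress genes, GABA genes and the NALCN complex at 98.97, 97.6, 0.17 and 0.77, without adjustment for 28 lists. The migrating neuroblasts and dividing cells had a median log2 fold change of 0.04 (adjusted p = 0.194 from cameraPR), and their members past an unadjusted p of 0.05 were *Mki67*, a marker of dividing cells, and *Dlx6os1*, both higher in *Unc80 G/G* mice. The recovered reads of *Mki67* were 48 and 59 against 68 and 86 (log2 fold change 0.57, adjusted p = 0.845 from edgeR). The medians were -0.03 for mitral and tufted cells (adjusted p = 0.564), 0.02 for granule and periglomerular cells (0.463), 0.01 for astrocytes and ensheathing cells (0.825, with a mean below 0), -0.02 for oligodendrocytes (0.356), 0.06 for microglia (0.598) and -0.03 for endothelium (0.858). In these lists *Dlx6*, *Npy*, *Opalin*, *Cd68* and *Vwf* were lower in *Unc80 G/G* mice at an unadjusted p under 0.05. *Npy*, a neuropeptide made by olfactory ensheathing cells and interneurons, had 1224 and 1142 against 1019 and 1011 recovered reads (log2 fold change -0.17, adjusted p = 0.805 from edgeR). Markers of frontal cortex and anterior olfactory nucleus gave 0.02 (0.463), striatum 0.00 (0.569) and red blood cells 0.01 (0.569). None of these lists had a member that passed when adjusted over the list alone, apart from 1 lower gene among the striatum markers.

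Genes listed as markers of the choroid plexus, which secretes the cerebrospinal fluid, held the largest single change of the table and went both ways. Of 10 measured markers, *Ttr*, *Htr2c* and *Tmem72* were higher and *Aqp1*, the water channel gene, was lower in *Unc80 G/G* mice at an unadjusted p under 0.05, and the same 3 and 1 passed when adjusted over the list alone. The recovered reads of *Aqp1* were 934 and 770 against 677 and 676 (log2 fold change -0.28, adjusted p = 0.354 from edgeR), and those of *Clic6* were 55 and 67 against 99 and 59. *Ttr* (0.880 and 3.64 CPM), *Htr2c* (3.28 and 6.00 CPM) and *Tmem72* (1.27 and 2.03 CPM) were of low abundance in the authors' deposited table. *Aqp1* had 32.9 and 27.0 CPM there. Among the other low members, *Clic6* was higher, while *Kl* and *Lbp* were lower, none at an unadjusted p under 0.05. Which cells these transcripts came from was not tested. The list gave a median of 0.05 and an adjusted p of 0.194. The RNA editing enzymes gave a median of -0.02 (adjusted p = 0.858), the genes with variants between C57BL/6 and DBA/2 mice -0.03 (0.508) and the sex-linked genes 0.01 (0.858).

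Of the tests that follow, that of overlapping genes and that of mixed splits were chosen only after the result was seen. Genes of low abundance made up most of the 70 genes at 1.5-fold. Counting noise stays open as a part of this: libraries simulated with equal means and counting noise alone gave 26.9 genes under 5 CPM past 1.5-fold (15 to 39), beside 76 in the table when no p threshold is set, as in the simulation. Reads shared between overlapping genes may account for some of them. Of 62 called genes under 5 CPM, 7 (11.3%) had at least 10% of their exon bases in exons of another gene on the same strand. Among other genes under 5 CPM the share was 4.30% (Fisher's exact test, two-sided p = 0.0185), and abundance was not matched more closely than by this limit. *Trex1*, which lies wholly within exons annotated for *Atrip*, is one of them.

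Of the 68 called genes with a position, 5 lay on chromosome 17 between 34153072 and 35443773: *H2-DMb1* and *H2-Q7* were higher, and *Gpsm3*, *H2-Q1* and the pseudogene Gm8750 lower in *Unc80 G/G* mice. Random draws put as many genes into one window of 4 Mb in 0.61% of 10000 draws. Neither these draws nor the hypergeometric test that follows matched abundance. Of the 70 called genes, 64 had a mean under 5 CPM, beside 20.9% of all genes. So these tests do not decide whether chance is the reason why called genes lie close together. Of the 101 tested genes of the wider region, these 5 were called at 1.5-fold, beside 0.44 expected (exact hypergeometric test, p = 7.8e-05), and no further gene at 1.3-fold (p = 0.00415), while 7 (6.93%) had an unadjusted p under 0.05, beside 4.73% over all genes. Reads shared between the similar H2 genes stay open and were not tested. The paper made its founders in embryos of hybrid B6D2F1 females. Another candidate explanation is that the lines kept different parental haplotypes here, which gene counts cannot show. The more abundant *H2-K1* (29.5 and 32.1 CPM) and *H2-D1* (36.8 and 39.3 CPM) of the wider region did not pass an unadjusted p of 0.05. The same idea for the edited site found 1 gene at 1.3-fold within 10 Mb of *Unc80*, beside 1.37 expected (exact hypergeometric test, p = 0.749), which decides nothing.

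Of the 3 splits of the 4 recovered libraries into pairs, the genotypes gave 117 genes with an unadjusted p under 0.05 in edgeR. The mixed splits gave at most 107, so by this count 1 split, the real one, reached 117. Past the paper's fold and p thresholds together, the genotypes gave 25 genes and the mixed splits 25 and 17. By that count a mixed split equalled the real one. By either count, 3 splits are too few for a share under 0.05. The paper reports a high c-Fos protein level in *Unc80 G/G* bulbs before odor. In the authors' deposited table, *Fos* RNA was higher in *Unc80 G/G* mice by a log2 fold change of 0.38 (adjusted p = 0.645). This sets RNA beside protein, and the methods do not say whether the sequenced mice met an odor. The paper's qRT-PCR of *Fos*, in bulbs with and without odor exposure, was not compared here.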
